# XX sex chromosome complement modulates immune responses to heat-killed Streptococcus pneumoniae immunization in a microbiome-dependent manner

**DOI:** 10.21203/rs.3.rs-3429829/v1

**Published:** 2023-11-02

**Authors:** Carly Amato-Menker, Quinn Hopen, Andrea Pettit, Jasleen Gandhi, Gangqing Hu, Rosana Schafer, Jennifer Franko

**Keywords:** X chromosome, Four Core Genotype, gut microbiome, Kdm6a, short-chain fatty acids, sex differences, IgM, plasma cells, Streptococcus pneumoniae

## Abstract

**Background:**

Differences in male vs. female immune responses are well-documented and have significant clinical implications. While the immunomodulatory effects of sex hormones are well established, the contributions of sex chromosome complement (XX vs. XY) and gut microbiome diversity on immune sexual dimorphisms have only recently become appreciated. Here we investigate the individual and collaborative influences of sex chromosome complements and gut microbiome bacteria on humoral immune activation.

**Methods:**

Sham-operated and gonadectomized male and female Four Core Genotype (FCG) mice were immunized with heat-killed *Streptococcus pneumoniae* (HKSP). Humoral immune responses were assessed, and X-linked immune-related gene expression was evaluated to explain the identified XX-dependent phenotypes. *Ex vivo* studies investigated the functional role of *Kdm6a*, an X-linked epigenetic regulatory gene of interest, in mitogenic B cell activation. Additionally, we examined whether gut microbiome communities, or their metabolites, differentially influence immune cell activation in a sex chromosome-dependent manner. Endogenous gut microbiomes were antibiotically depleted and reconstituted with select short-chain fatty acid (SCFA)-producing bacteria prior to HKSP immunization and immune responses assessed.

**Results:**

XX mice exhibited higher HKSP-specific IgM-secreting B cells and plasma cell frequencies than XY mice, regardless of gonadal sex. Although *Kdm6a* was identified as an X-linked gene overexpressed in XX B cells, inhibition of its enzymatic activity did not affect mitogen-induced plasma cell differentiation or antibody production in a sex chromosome-dependent manner *ex vivo*. Enhanced humoral responses in XX vs. XY immunized FCG mice were eliminated after microbiome depletion, indicating that the microbiome contributes to the identified XX-dependent immune enhancement. Reconstituting microbiota-depleted mice with select SCFA-producing bacteria increased humoral responses in XX, but not XY, FCG mice. This XX-dependent enhancement appears to be independent of SCFA production in males, while female XX-dependent responses relied on SCFAs.

**Conclusions:**

FCG mice have been used to assess the influence of sex hormones and sex chromosome complements on various sexually dimorphic traits. The current study indicates that the gut microbiome impacts humoral responses in an XX-dependent manner, suggesting that the collaborative influence of gut bacteria and other sex-specific factors should be considered when interpreting data aimed at delineating the mechanisms that promote sexual dimorphism.

## Plain English Summary

Male and female immune systems differ in their ability to respond to infectious challenge. While males tend to be more susceptible to infection and produce lower amounts of antibodies in response to vaccination, females are more prone to develop autoimmune and inflammatory diseases. Key contributors to these differences include sex hormones, sex chromosome complement (XX in females vs. XY in males), and distinct gut microbial communities capable of regulating immune activation. While each factor has been studied individually, this research underscores the potential for these factors to collaboratively impact immune activation. Here, possession of an XX vs. XY sex chromosome complement was demonstrated to enhance antibody responses to heat-killed *Streptococcus* pneumoniae vaccination. While attempting to determine the underlying cause of this immune enhancement, the gut microbiome was identified to play a critical role. In the absence of an intact gut microbiome, XX immune activation was reduced to levels similar to those seen in XY sex chromosome complement-possessing mice. Replacement of the depleted gut microbiomes with select bacterial species rescued the XX-dependent immune enhancement. Further studies are needed to determine exactly how these microbial communities impact immune activation in a sex chromosome complement-dependent manner. Our findings highlight the need to consider the collaborative effects of individual sex-specific factors when attempting to understand immune sex biases, as a better understanding of these interactions will likely pave the way for improving therapeutics and vaccines tailored to both sexes.

## Background

Sex differences in immune responses have been well characterized (1). In general, females elicit stronger humoral and cell-mediated responses to infection and respond better to vaccination than males, but in turn are more susceptible to autoimmune and inflammatory disorders (1–7). Historically, hormonal differences have been described as the predominant determinant contributing to such sexual dimorphisms, as estradiol and progesterone are known to be immunostimulatory in nature and testosterone immunosuppressive (8–10). However, the prevalence of immune sex differences before puberty and following the onset of menopause suggests a role for non-hormonal factors as well (1, 11–14).

Recently, the influence of the XX vs. XY sex chromosome complement on immune cell activation has become increasingly appreciated. The X chromosome encodes for a large number of immune-related genes, as well as epigenetic regulators associated with lymphocyte activation and differentiation (15). While the dosages of X-linked genes are typically balanced between males and females via the process of X chromosome inactivation (XCI) (16), X-linked genes related to immunity have been demonstrated to more readily escape XCI in immune cells than other somatic cell types, and are uniquely regulated in B lymphocytes (17–21). Multiple X-linked immune-related genes have been demonstrated to escape inactivation and their biallelic expression correlates with disease. For example, *CD40L and CXCR3* are biallelically expressed in T cells isolated from female, but not male, systemic lupus erythematosus (SLE) patients (22, 23). *TLR7* and *TLR8* have also been identified as escape genes and are overexpressed in primary B lymphocytes, monocytes, and plasmacytoid dendritic cells isolated from female SLE patients and XXY Klinefelter syndrome males (20, 24). In addition to SLE, sex chromosome complement-dependent influences have been identified in animal models of experimental autoimmune encephalitis (EAE) (25), anti-viral immunity (26), stroke-induced neuroinflammation (27, 28), and various metabolic disorders (29).

Sex has also been shown to influence the complexity and diversity of gut microbiome populations (30–33). Using a panel of over 100 diverse inbred strains of mice, Org *et al*. identified distinct gut microbial communities in male vs. female mice whose composition was influenced by the presence of male vs. female sex hormones (31). Reciprocally, distinct sex-specific gut microbial communities have also been demonstrated to modulate sex steroid production and influence immune cell activation by direct and indirect mechanisms. Differences in male vs. female susceptibility to type I diabetes have been directly linked to sex-specific gut microbiome populations capable of enhancing systemic androgen concentrations in male mice, or in female mice colonized with adoptively transferred male gut microbial communities (30, 32). While these studies demonstrate that sex hormones and gut microbial communities collaborate to influence immune activation, to our knowledge no previous study has evaluated whether sex chromosome-dependent immune phenotypes are influenced by the gut microbiome.

Previously, our lab demonstrated that the immunomodulatory compound propanil (3,4-dichloropropionanalide) enhances immune responses to heat-killed *Streptococcus pneumoniae* (HKSP) immunization in an XX sex chromosome complement-dependent manner using Four Core Genotype (FCG) mice (34). FCG mice exhibit one of four different genotypes: XX and XY females (ovaries) and XX and XY males (testes) and allow for the study of individual and collaborative sex hormone and sex chromosome complement-dependent effects (35–38). While the mechanism mediating this propanil-mediated XX-dependent immune enhancement has yet to be defined, the contribution of circulating sex hormones was ruled out, as gonadectomy did not inhibit propanil-mediated immune enhancement (34). Interestingly, *in vivo*, propanil is broken down into two major metabolites, 3,4-dichloroanaline (DCA) and the short-chain fatty acid (SCFA) propionate, via hepatic acylamidase-mediated hydrolysis (39). Given that propionate, a SCFA with known immunomodulatory function, is also one of the major metabolic end-products of dietary fiber fermentation by gut microbiome bacteria (40–47), we hypothesized that the gut microbiome and/or its metabolic byproducts may collaboratively influence sex-specific immune outcomes in a sex chromosome-dependent manner.

In the following study, we evaluated the independent and collaborative influences of the XX vs. XY sex chromosome complements and sex-specific gut microbial communities on immune activation. Following immunization with HKSP, enhanced HKSP-specific antibody secreting cells and plasma cell differentiation were noted in XX vs. XY male and female FCG mice. While *Kdm6a*, an X-linked epigenetic regulator with known immunomodulatory function, was demonstrated to escape X chromosome inactivation and to be overexpressed in XX-possessing cells, the ability of *Kdm6a* to promote plasma cell differentiation or antibody production was not identified to be sex chromosome-dependent. This suggested that other XX-dependent regulatory factors must be contributing to the XX-dependent phenotype. Interestingly, and importantly for the interpretation of other studies evaluating sex chromosome-dependent effects, antibiotic depletion of the endogenous microbiome reduced humoral responses to HKSP immunization in XX mice to levels similar to XY mice, but had no influence on XY responses. This demonstrates that stronger immune responses in XX animals are microbiome-dependent. Given that the sex chromosome complement did not alter microbiome compositions, additional studies are warranted to evaluate the mechanism by which these microbes mediate their sex chromosome-dependent effect.

## Materials and Methods

### Four Core Genotype model

B6.Cg-Tg(Sry)2Ei *Sry*^*dl1Rlb*^/ArnoJ (XY^−^ *Sry*) male mice were originally purchased from The Jackson Laboratory (Bar Harbor, Maine). A colony was subsequently maintained at West Virginia University by breeding B6.Cg-Tg(Sry)2Ei *Sry*^*dl1Rlb*^/ArnoJ (XY^−^ *Sry*) males with C57BL/6J females (The Jackson Laboratory). All purchased animals were allowed to acclimate for one week prior to use. The sex determining region of the Y chromosome, the *Sry* gene, had previously been deleted from the Y chromosome of XY^−^ *Sry* mice and inserted as a transgene onto autosome 3. Breeding of XY^−^ *Sry* male mice with wildtype C57BL/6 female mice produced FCG mice: XX or XY gonadal females (XXF and XYF) and XX or XY gonadal males (XXM and XYM), as shown in Supplemental Fig. 1. FCG mice were weaned at 21 days of age. The genotype of the offspring was determined by PCR amplification of the following genes: *Sry, Ymt,* and *Myo*, using DNA isolated from tail samples or ear punches obtained at weaning. QIAGEN Fast Cycling PCR kit (Qiagen, Louisville, KY) was used for PCR amplification.

Mice were housed in microisolator cages in specific pathogen-free conditions on a 12 hr light–dark cycle with food and water provided *ad libitum*. Studies were conducted in accordance with all federal and institutional guidelines for animal use and were approved by the WVU Institutional Animal Care and Use Committee, protocol #1603001079

#### Preparation of heat-killed Streptococcus pneumoniae (HKSP) and immunization

*S. pneumoniae* strain R36A, an avirulent, nonencapsulated strain, was grown to mid-log phase in Todd-Hewitt broth + 1% yeast extract (Becton Dickinson, Sparks, MD) and stored at − 80°C. For immunization, stock was cultured in a candle jar for 18 hours at 37°C on blood agar plates (Becton Dickinson). Colonies were selected and suspended in 200 ml broth, grown at 37°C to an absorbance reading at 600nm of 0.4 and heat-killed for 1 hour in a 60°C water bath. A final concentration of 10^9^ CFU/mL was established in PBS based on colony counts. Sterility was confirmed by culture and heat-killed *S. pneumoniae* stored at − 20°C. Mice were immunized intraperitoneally with 2×10^8^ CFU HKSP, which elicits an optimal PC-specific antibody response 7 days post-vaccination (48, 49).

### Collection of samples for immunologic assessments

Mice were euthanized with 100 μl Euthasol (50 mg/ml, Virbac Inc., Fort Worth, TX) 7 days following immunization. Serum was collected by cardiac puncture. To generate single cell splenocyte suspensions, spleens were dissociated through 70μM cell strainers (Thermo Fisher, Florence, KY) in RPMI-1640 (Corning, Manassas, VA), 10% heat inactivated fetal bovine serum (FBS, Hyclone Laboratories, Inc, Logan, UT), 10 mM HEPES (Sigma-Aldrich, Burlington, MA), 1 mM L-glutamine (Gibco, Rockville, MD), 5×10^− 5^M 2-mercaptoethanol (Sigma-Aldrich), 100 U/ml penicillin (Gibco), and 100 μg/ml streptomycin (Gibco). Red blood cells were lysed with Tris-buffered ammonium chloride. Cell suspensions were washed and counted using a hemacytometer. Viability was determined using Trypan blue dye exclusion (Sigma-Aldrich). When indicated, B cells were isolated from splenocytes by negative selection with the EasySep^™^ mouse B cell isolation kit (STEMCELL Technologies, Kent, WA). RNA was isolated from splenocytes or isolated B cells via Trizol:chloroform extraction or by the RNeasy Protect Mini Kit (Qiagen, Valencia, CA). Contaminating genomic DNA was eliminated using the Invitrogen TURBO DNA-*free*^™^ Kit (Thermo Fisher).

### Measurement of antibody-secreting cells (ASCs)

Millipore MultiScreen^®^ 96-well filter plates (Sigma-Aldrich) were coated with 50μl phosphorylcholine (PC)-BSA (Biosearch Technologies, Petaluma, CA; 10 μg/ml) overnight at 4°C. In subsequent steps, plates were washed with PBS + 0.01% Tween-20. Plates were blocked with 200 μl/well RPMI medium + 25% FBS for 2 hours at 37°C. Plates were washed and splenocytes (100 μl/well) added at 5×10^6^ cells/ml and 1×10^6^ cells/ml, each plated in triplicate. Plates were incubated for 4–6 hours at 37°C 5% CO_2_. After washing, goat anti-mouse alkaline phosphatase (AP) conjugated IgM antibody (Southern Biotechnology Associates, Birmingham, AL), diluted 1/2000 in PBS + 1% BSA + 0.05% Tween-20, were added to the appropriate wells (100 μl/well). Plates were incubated overnight at 4°C and washed. Phosphatase substrate tablets (Sigma-Aldrich) were dissolved in water and 100 μl added to each well. Color development was stopped by washing with water. The number of spots/well was counted using a dissection microscope (ZEISS, Dublin, CA). The number of ASC was calculated using the mean number of spots from triplicate wells. Mice demonstrating an average of less than 20 spots in the 5×10^6^ dilution were considered non-responders and not included in subsequent analyses. The number of ASC was normalized to 1×10^6^ splenic B220 + B cells as determined by flow cytometric analysis.

### Flow cytometry

The Fc receptor of 200,000 cells were blocked with ChromPure IgG (Jackson ImmunoResearch, West Grove, PA) for 20 minutes, washed, and then stained with the following antibodies for 25 minutes on ice in the dark: rat anti-mouse B220-APC (RA3–6B2; BD Biosciences, San Diego, CA) and CD138-BV786 (281–2; BD). After staining, cells were washed and fixed in 0.04% paraformaldehyde (Thermo Fisher). Live cells were determined utilizing a Live/Dead Fixable Yellow Dead Cell Stain Kit (Invitrogen, Carlsbad, CA), and where applicable absolute cell number was determined using AccuCount beads (Spherotech, Lake Forest, IL). For each sample, 10,000–30,000 cells were collected for analysis (FCS Express software) on an LSRFortessa (BD).

### Gonadectomy surgeries

Bilateral castration or ovariectomy was performed on eight- to twelve-week-old mice by standard procedure (50). Briefly, mice were anesthetized with isoflurane. Incisions were made through the skin and the underlying abdominal wall. The testes or ovaries were isolated and heated forceps used to cauterize the vas deferens and the blood vessel or transect the tip of the uterine horn and cauterize the blood vessels. The abdominal wall was closed with a suture and skin incisions closed with wound clips. Sham-operated mice (Sham) underwent the same procedure, but the testes or ovaries were left intact. Gonadectomized (Gdx) and Sham mice were housed four to five weeks following surgery before being used in experiments.

### Measurement of antibody concentrations by ELISA

Immulon 2 plates (ThermoLabsystems, Pittsburgh, PA) were coated overnight at 4°C with goat anti-mouse human adsorbed unlabeled IgM (Southern Biotech; 100 μl/well). Plates were washed, blocked with 3% BSA in PBS at 37°C overnight, washed, and 100μl/well of four two-fold dilutions of sera in PBS + 1% BSA were added starting at 1:2. Sample containing plates were incubated for 1 hour at 37°C and washed. Goat anti-mouse AP conjugated antibodies (Southern Biotech; 100μl/well) were added for 1 hour at 37°C. Plates were washed and 100μl of phosphatase substrate tablets (Sigma-Aldrich) dissolved in p-Nitrophenyl Phosphate, Disodium Salt (PNPP) buffer was added to wells. Absorbance was read at 405nm on an xMark^™^ Microplate Spectrophotometer with the Microplate Manager^™^ Software (Bio-Rad, Hercules, CA). Standard curves were generated using serial dilutions of purified rat anti-mouse IgM (Clone II/41, BD), and the 4-parameter fit equation used to calculate sample concentrations.

### RNA Sequencing and analysis

After quantification and quality assessment of splenocyte RNA, 500ng of total RNA was used to prepare Illumina-compatible libraries using the KAPA stranded mRNA library kit (Kapa Biosystems, Wilmington, MA). Sequencing was performed as 2 × 51 cycles on an Illumina HiSeq 2000 (Marshall Genomics Core). RNA-Seq data analysis followed previously described procedures (51, 52). Briefly, RNA-Seq short reads were aligned to the mm10 with subread (53). Read counts against RNA-Seq gene annotation was summarized with FeatureCounts (54). Differentially expressed genes were predicted by EdgeR with FDR less than 0.1 and a log_2_FC more than 0.585. Gene expression values (RPKM; log_2_) across groups were visualized with GraphPad Prism version 9 for Windows (La Jolla, CA, www.graphpad.com).

### qRT-PCR

RNA concentrations and purity were measured on a Nanodrop 2000 (Thermo Fisher). cDNA was synthesized with the GoScript^™^ Reverse Transcription kit (Promega, Madison, WI). Transcripts were amplified by qRT-PCR using the primers below (Life Technologies, Carlsbad, CA) and the incorporation of PowerUp^™^ SYBR^™^ Green Master Mix (Life Technologies) was measured on the StepOnePlus RT-PCR system (Applied Biosystems, Foster City, CA) to determine expression levels. The following cycling conditions were utilized: 95°C for 2 min, 40 cycles of (95°C for 15s -- 60°C for 1 minute), 95°C for 15s. *Kdm6a* expression was determined by normalization to *Gapdh* expression.

### Western Blots

Total protein was isolated from HKSP-immunized mouse splenocytes using m-PER^™^ Mammalian Protein Extraction Reagent (Thermo Fisher) with 1% protease inhibitor (Cell Signaling, Danvers, MA). Protein concentrations were quantified using the Pierce^™^ Coomassie Plus (Bradford) Assay Kit (Thermo Fisher). Equal amounts of protein were boiled for 5 minutes and then resolved by SDS-Page on pre-cast Bolt 4–12% Bis-Tris Plus gels at 100V for 60–120 minutes. The gel was electrophoretically transferred to polyvinylidene fluoride membranes using the iBlot^™^ 2 Transfer system (Invitrogen). Following transfer, membranes were blocked with 5% milk for one hour, followed by staining with primary antibody (anti-kdm6a 1:1000 and anti-β-tubulin 1:1000, Abcam, diluted in 5% milk) and incubated overnight. Membranes were then washed, incubated with secondary antibody (HRP anti-rabbit IgG) for one hour, then visualized using the SuperSignal West Pico PLUS substrate (Thermo Fisher). Blots were imaged on an iBright CL1500 (Invitrogen) imaging system and quantified using ImageJ with normalization to β-tubulin.

### RNA-FISH

Biallelic expression of *Kdm6a* in B cells was observed using the Stellaris^®^ RNA FISH system (Biosearch Technologies). Briefly, B cells from HKSP-immunized mouse spleens were purified by negative selection with the EasySep^™^ mouse B cell isolation kit (STEMCELL Technologies). 5×10^6^ B cells were washed with PBS and resuspended in 1mL fixation buffer. After 10 minutes at room temperature, cells were washed three times with 1X PBS and then permeabilized in 1mL of 70% ethanol for at least one hour at 4°C. Cells were washed and resuspended in hybridization buffer containing the *Xist* (mouse *Xist* with Quasar^®^ 570 Dye, Biosearch Technologies) and/or *Kdm6a* (custom from Biosearch Technologies with Quasar^®^ 670; sequences available upon request) probes and incubated at 37°C overnight in the dark. Cells were washed thoroughly and resuspended in 30μL of ProLong^™^ Glass Antifade Mountant with NucBlue^™^ (Invitrogen) and 5–10μl mounted on *Superfrost Plus* microscope slides (Thermo Fisher). 2D images and Z-stacks were acquired on an inverted Nikon TI-E microscope with an A1R dual Galvano/resonant scanning confocal system equipped with four lasers (405 nm, 488 nm, 561 nm, 640 nm) and analyzed with NIS-Elements Advanced Research. For each sample, five sections were imaged and the following quantified: total number of cells, number of cells with an *Xist* cloud, and number of cells with *Xist* and *Kdm6a* colocalization.

#### Ex vivo splenocyte stimulation

Splenocytes isolated from naïve mice were cultured at 0.5×10^6^ cells/mL in 12-well tissue culture plates using the following culture media: RPMI-1640 (Corning), 10% heat inactivated fetal bovine serum (FBS, Hyclone Laboratories), 10 mM HEPES (Sigma-Aldrich), 1 mM L-glutamine (Gibco), 5×10^− 5^ M 2-mercaptoethanol (Sigma-Aldrich), 100 U/ml penicillin (Gibco), and 100 μg/ml streptomycin (Gibco). Cells were stimulated using LPS (5μl/mL, *E. coli* O55:B5; Sigma-Aldrich) and recombinant mouse IL-4 (0.1μg/mL, R&D Systems, Minneapolis, MN). To study the effects of KDM6a inhibition, cells were incubated with 0.25, 0.5, or 2.0μM GSK J4 or GSK J5 (R&D Systems) reconstituted in DMSO or with DMSO alone for 30 minutes prior to stimulation. To examine the impact of SCFA on plasma cell differentiation, cells were exposed to propionate dissolved in culture media (0.5, 1, and 2mM; Sigma-Aldrich) 30 minutes prior to stimulation with LPS and IL-4. All cell cultures were supplemented with LPS and IL-4 (at half concentration of initial stimulation) every 24 hours during the experiment.

### Microbiome Assessment

Total DNA was extracted from fecal samples using the DNeasy PowerSoil DNA isolation kit (Qiagen) according to the manufacturer’s recommended protocol. PCR amplification of the V3 region of the 16sRNA RNA gene was performed by utilizing high pressure liquid chromatography-purified primers (Integrated DNA Technologies; Coralville, IA), AccuPrime PCR Kit (Invitrogen) and cycling conditions previously described by Fadrosh *et al*. (55). Briefly, cycling conditions included: 95°C for 6 minutes denature; 95°C for 2 minutes, 50°C for 2 minutes, 72°C for 2 minutes 30 cycles; 72°C for 4 minutes extend. Each reaction contained 0.5 μl Taq polymerase, 5 μl 10x buffer 1(600 mM Tris-SO4 (pH 8.9), 180 mM (NH4)2SO4, 20 mM MgSO4, 2 mM dGTP, 2 mM dATP, 2 mM dTTP, 2 mM dCTP, thermostable AccuPrime^™^ protein, 10% glycerol), 20 μM forward primer, 20 μM reverse primer, and up to 60 ng DNA in a total volume of 50 μl. Primer sequences are available upon request. Following quantitation and quality control analysis of the amplified 16s rRNA amplification product, paired-end sequencing (2 × 150 bp) was performed using the Illumina MiSeq located in the Genomics Core Facility at WVU.

Microbiome sequencing files were analyzed using QIIME2 (version 2020.11) (56, 57). Sequencing quality was inspected using fastQC (58). DADA2 (59) was used to optimize the parameter for quality control and read trimming. Taxonomy assignments were performed using the SILVA 132 (60) database at 97% identities. Rarefaction curve analysis on alpha diversity was used to estimate the sampling completeness and for OTU calculations. Beta diversity metrics calculated included Jaccard distances, unweighted UniFrac distances, weighted UniFrac distances, and generalized UniFrac distances. Significance in the difference between alpha and beta diversities was based on Kruskal–Wallis test and permutational multivariate analysis of variance, respectively.

### Short-chain fatty acid concentrations

Fecal samples were collected on dry-ice and stored at −80°C until analysis. Concentrations of eight short-chain fatty acids: acetic acid (C2, acetate), propionic acid (C3, propionate), isobutyric acid (C4), butyric acid (C4, butyrate), 2-methyl-butyric acid (C5), isovaleric acid (C5), valeric acid (C5) and caproic acid (hexanoic acid, C6) were assessed by LC-MS/MS (Metabolon, Morrisville, NC), using their Metabolon Method TAM135: “LC-MS/MS Method for the Quantitation of Short Chain Fatty Acid (C2 to C6) in Human Feces” workflow.

### Microbiome depletion

Endogenous gut microbiomes were depleted using an antibiotic cocktail containing metronidazole (10 mg/ml, Sigma-Aldrich), vancomycin (10 mg/ml, Sigma-Aldrich), neomycin (20 mg/ml, Sigma-Aldrich) and ampicillin (20 mg/ml, VWR, Radnor, PA) in sterile water. The antibiotic cocktail (100 μl) was administered via oral gavage every day for 3 days and then every other day until the end of the experiment. Controls received sterile water alone. Chow was removed from all cages 4 hours prior to antibiotic or water gavage to optimize antibiotic absorption. Microbiome depletion was verified using the LIVE/DEAD^®^ BacLight^™^ Bacterial Viability and Counting Kit (Life Technologies) and subsequent acquisition on the LSRFortessa flow cytometer (BD). For all experiments using antibiotics, mice were housed by group to eliminate cross-contamination from fecal ingestion, provided with autoclaved drinking water and irradiated chow throughout the experiment, and provided with clean autoclaved cages after each antibiotic treatment.

### Culture of SCFA-Producing Bacteria

The bacterial strains *Bifidobacterium longum, Clostridium symbiosum*, and *Lactobacillus fermentum* were purchased from ATCC. All strains were cultured in brain heart infusion (BHI) medium (Sigma-Aldrich). *L. fermentum* was cultured in aerobic conditions, while *B. longum* and *C. symbiosum* were cultured anaerobically using anaerobic gas jars, EZ gas packs (BD), and pre-reduced media. Under sterile conditions, bacteria were inoculated in 5–6mL culture medium and incubated at 37°C for two days. Secondary inoculations were done inoculating 1mL of the initial culture into 5–6mL of fresh culture medium. Cultures were then allowed to incubate at 37°C for 1–2 additional days. Once OD values reached at least 0.8, as measured on the xMark^™^ Microplate spectrophotometer (Bio-Rad), serial dilutions were made and their ODs measured. Dilutions were then plated on pre-reduced Brucella Agar with 5% sheep blood plates (*B. longum* and *C. symbiosum*; Anaerobe Systems, Morgan Hill, CA) or Blood Agar (*L. fermentum*; TSA with sheep blood, Remel, Lenexa, KS) plates and incubated overnight at 37°C. CFUs were counted and growth curves generated to establish standard curves for each bacterial species. Bacteria were then frozen in pre-reduced glycerol and stored at −80°C for future use. Fresh cultures were initiated from frozen stocks 6 days prior to the first day they were needed in an experiment, with new inoculations into fresh media every other day. DNA was isolated from individual bacterial colonies and amplified by PCR using 16s primers (Eurofins Genomics, Louisville, KY). Sequencing of amplified PCR products allowed for comparison of sequences to known BLAST database for species confirmation. 16s primer sequences were as follows: Forward: 5’-CGG TTA CCT TGT TAC GAC TT-3’. Reverse: 5’-AGA GTT TGA TCC TGG CTC AG-3’.

### Reconstitution of SCFA-Producing Bacteria and Inulin Administration

The endogenous microbiome was depleted in all mice by antibiotic gavage as described above, with mice receiving antibiotics daily for 3 days. To reconstitute the microbiome with SCFA-producing bacteria, mice received a cocktail containing the following bacteria: *B. longum* (1×10^7^), *C. symbiosum* (5×10^6^), and *L. fermentum* (1×10^9^) via oral gavage on Days 4 and 5. Bacterial counts were determined by OD measurements at 600nm and previously established standard growth curves. Control mice received oral gavage of sterile medium alone. Inulin (MilliporeSigma) was diluted in sterile water and provided as a second oral gavage (10mg in 100μl) on Days 4 and 5. Mice not receiving inulin were provided a second oral gavage of sterile water (100μl) alone. All mice were then immunized (i.p.) with 2×10^8^ CFU HKSP on day 6. Mice receiving inulin alone continued to receive antibiotics in sterile water gavage every other day throughout the experiment, while the experimental groups received oral gavage of sterile water alone. Fecal pellets were collected at Day 0 (pre-antibiotics), Day 4 (post-antibiotics and pre-bacteria +/− inulin gavage), Day 6 (post-bacteria +/− inulin, pre-HKSP immunization), and Day 13 (euthanasia) and assessed for gut colonization status by the LIVE/DEAD^®^ BacLight^™^ Bacterial Viability and Counting Kit (Life Technologies). SCFA levels were assessed by LC-MS/MS (Metabolon, Morrisville, NC).

### Statistics

Statistical analyses were performed in GraphPad Prism (San Diego, CA) and QIIME2 (56, 57). Data are represented as the mean +/− SEM with each data point representing one mouse and statistical significance set as *p* < 0.05. For these studies, we employed a variety of statistical tests, including unpaired t-test, one-way ANOVA, or two-way ANOVA. Unpaired t-tests were utilized when comparing two independent groups (e.g., XXF vs. XYF females’ number of antibody-secreting cells in Fig. 1A, where chromosome complement is the only distinguishing factor). One-way ANOVA followed by Tukey’s multiple comparisons test was utilized when comparing data across all four genotypes (e.g., *Kdm6a* expression in Fig. 2A) to allow for equal consideration of chromosome complement and gonadal sex. One-way ANOVA was followed by Dunnett’s multiple comparisons test in instances where one group serves as a reference for comparison against the other groups (e.g., % CD138 + cells “Stim” as the reference group compared with increasing concentrations of GSK J4 or GSK J5 in Fig. 3B–E). Two-way ANOVA was performed to allow for the simultaneous consideration of two independent variables while accounting for the main effects of both independent variables and their interaction. Two-way ANOVA was followed by Sidak’s multiple comparisons test (e.g., Fig. 1C), or Tukey’s multiple comparisons test (e.g., Fig. 6D) as needed, to allow for assessment of differences among multiple conditions. Statistical test used for each analysis is denoted in the figure legends. Statistical analyses of the gut microbiome bacteria alpha and beta diversities were performed in QIIME2 and utilized Kruskal–Wallis test and permutational multivariate analysis of variance, respectively.

## RESULTS

### The sex chromosome complement influences humoral responses to HKSP immunization.

To evaluate whether XX vs. XY sex chromosome complements differentially regulate sexually dimorphic humoral immune responses to HKSP immunization, the FCG mouse model was utilized (Suppl. Figure 1; (35, 36, 61)). Ovary-bearing females with XX (XXF) or XY (XYF) sex chromosomes and testes-bearing males with XX (XXM) or XY (XYM) sex chromosomes were immunized with HKSP. One-week post-immunization, the numbers of HKSP-specific IgM-antibody secreting cells (ASC) were assessed. Female and male FCG mice possessing an XX sex chromosome complement generated significantly greater numbers of HKSP-specific IgM ASC in response to immunization compared to XY mice of the same gonadal sex (Fig. 1A & D; female XXF vs. XYF *p* = 0.0267; male XXM vs. XYM *p* = 0.0272). XXF female mice also exhibited increased percentages of CD138 + plasma cells when compared with XYF female mice (Fig. 1B; *p* = 0.0050). Despite not reaching statistical significance, CD138 + plasma cell frequencies trended similarly in XXM vs. XYM males (Fig. 1E; *p* = 0.0787).

Consistent with previously published reports demonstrating enhanced immune responses against *Streptococcus pneumoniae* in females vs. males (62–64), a main effect of gonadal phenotype was identified with FCG females producing significantly higher numbers of HKSP-specific IgM ASC (mean of 567.2 ± 54–1317) in comparison to gonadal FCG males (mean of 101.7 ± 13–191; unpaired t-test *p* < 0.0001; statistical comparison not shown in Fig. 1). To examine the role of gonadal hormones in the identified XX-dependent phenotype, plasma cell frequencies were evaluated in female and male sham-operated and gonadectomized (Gdx) mice immunized with HKSP. Higher percentages of CD138 + plasma cells were observed in both intact and ovariectomized XXF vs. XYF female FCG mice (Fig. 1C; XXF vs. XYF sham *p* = 0.0039; XXF vs. XYF gonadectomized *p* = 0.0003). Males trended in a similar fashion, with greater plasma cell frequencies being observed in XXM vs. XYM mice of both sham-operated and Gdx animals (Fig. 1F). Taken together, these results demonstrate that the sex chromosome complement functions independent of circulating sex hormones to modulate immune activation in response to HKSP immunization.

#### Identification of Kdm6a as a differentially expressed gene that escapes XCI

Given that HKSP-specific immune responses were enhanced in XX vs. XY mice, we hypothesized that X-linked gene dosage effects may be important. To test this hypothesis, RNA-Seq was performed on splenocytes isolated from HKSP-immunized male and female FCG mice. 

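FCG mice carry a testis-determining transgene apart from the Y chromosome, so that mice with ovaries and mice with testes each occur with XX and with XY sex chromosomes. Spleens were taken 7 days after immunization, and RNA from the splenocytes of 19 mice was sequenced with paired-end reads, 1 library per mouse. The groups held 5 XXF, 4 XYF, 5 XXM and 5 XYM mice. The methods name a KAPA stranded kit for the libraries, whereas the sample records name a NEBNext Ultra kit. The authors aligned the reads to mm10 with subread, counted them on genes with featureCounts and deposited RPKM values on a log2 scale for 27179 genes. The versions of these tools, the gene annotation, the strand setting and the treatment of reads with several matches are not given in the sources used here. A gene without a read is listed at 0.0001, and the other values step as log2(RPKM + 1) of whole reads does, so that the read numbers behind them could be recovered. For each gene a length was sought at which every recovered number lies within 0.05 of a whole read. All 21317 genes with a read in any mouse had such a length. For genes read in few mice such a length is easily found, so whole numbers show little there. The library sizes by which the authors divided were between 14595054 and 17644855 reads in XXF mice (median 16703648) and between 11263753 and 19040738 in XYF mice (median 17579367.5). They were between 12119957 and 18099717 in XXM mice (median 16156083) and between 15887402 and 19962022 in XYM mice (median 19061692). The titles of the libraries carry 2 running numbers, 1 with all males and the other with all females first, and in each of them the libraries of a group stand together. No batch is given, the titles of the 5 XXM libraries alone carry an extra tag of unknown meaning, and any effect of processing the groups apart would run along the groups. The 14186 genes with an RPKM of at least 0.5 in at least 4 mice were tested with limma on the deposited values, with a mean for each of the 4 groups and a spread shared by all mice. A gene was called when its Benjamini-Hochberg adjusted p was under 0.1 and its log2 difference over 0.585 in size, the thresholds that the methods of the paper give for EdgeR. Differences on the log2(RPKM + 1) scale understate the change of weakly expressed genes. Chromosomes and positions were taken from the RefSeq annotation of GRCm38, the assembly that mm10 denotes, which held the Entrez Gene identifiers of 25275 of the listed genes.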

As anticipated, *Xist* and *Sry* were identified as genes overexpressed in XX vs. XY cells and male vs. female cells, respectively (Suppl. Figure 3). 

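Xist (Entrez Gene 213742) lies on the X chromosome of GRCm38 from 103460373 to 103483233 and gives rise to the RNA that coats the inactive X chromosome. Its expression, as log2(RPKM + 1), was 4.97 ± 0.34 (SD, n = 5) in XXF mice and 0.04 ± 0.01 (SD, n = 4) in XYF mice. In males it was 5.17 ± 0.28 (SD, n = 5) with XX and 0.03 ± 0.03 (SD, n = 5) with XY sex chromosomes. The 10 XX mice had between 5823 and 12998 reads on Xist, and the 9 XY mice between 2 and 17. The log2 difference was 4.93 in females (SE 0.15, adjusted p = 8.43e-14 from limma with Benjamini-Hochberg adjustment) and 5.14 in males (SE 0.14, adjusted p = 1.4e-14). In each gonadal sex every XX mouse lay above every XY mouse (exact two-sided permutation test, p = 0.00794, the smallest possible with these group sizes). The alternative that moved these differences most was limma-voom on the recovered reads, chosen after seeing the data, which gave 9.93 and 10.84. The 4 Y-linked genes Ddx3y, Eif2s3y, Kdm5d and Uty had between 4333 and 10521 reads together in each XY mouse and between 0 and 3 in each XX mouse. Sry (Entrez Gene 21674), which the paper describes as deleted from the Y chromosome and inserted into autosome 3, had 0 reads in each of the 9 females and between 12 and 119 in each of the 10 males. The females' libraries hold 147288492 reads together, and with 3 reads as the most that a count of 0 allows over all of them, Sry was at least 174-fold higher in males, counting error only. On the log2(RPKM + 1) scale the difference between males and females was 1.86 (SE 0.19, adjusted p = 5.92e-06 from limma). Permuting gonadal sex among mice of the same sex chromosomes gave an exact two-sided p of 3.15e-05, the smallest possible. The number of mice whose reads on Xist, the Y-linked genes or Sry went against their recorded group was 0.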

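Of the 433 X-linked genes tested, 7 were called higher in XX than in XY mice with the difference averaged over both gonadal sexes. Xist, Kdm6a and Eif2s3x were among them, and the call of each of the other 4 was lost without at least 1 of the mice. Taken by gonadal sex, 6 X-linked genes were called higher in XXF than in XYF mice and 8 in XXM than in XYM mice, and 2 genes, Xist and Eif2s3x, were called in each. Of the alternatives that kept all mice, dropping the fold change threshold moved these counts most and gave 22 genes over both gonadal sexes, 11 in females and 19 in males. With each mouse left out in turn, the count over both gonadal sexes lay between 2 (without XYF F9) and 9. It was 4 without XXF F2, XXF F5, XXM 2, XXM 5 or XYM 9 and 3 without XYM 13. In females the count was 10 without XYF F8 and 3 without XYF F9. In males it fell to 1 without XYM 13, 2 without XXM 5 or XYM 12, 3 without XXM 2 or XYM 16 and 4 without XXM 6, and rose to 13 without XXM 8 and 15 without XYM 15. Eif2s3x (Entrez Gene 26905) lies from 94188709 to 94212651 on the X chromosome and has a Y-linked homologue, Eif2s3y, on which none of the XX mice had a read, so that reads of Eif2s3x were not counted on it. It had between 485 and 741 reads in XX mice and between 339 and 562 in XY mice. Its log2 difference was 0.64 in females (SE 0.11, adjusted p = 0.0101 from limma with Benjamini-Hochberg adjustment) and 0.60 in males (SE 0.11, adjusted p = 0.0122), and no XX mouse overlapped with an XY mouse of the same gonadal sex. The difference in females no longer passed the fold change threshold under median ratio rescaling (0.58), with limma array weights (0.54) or without XYF F9 (0.53). Over the alternatives, each mouse left out included, its adjusted p lay between 0.00777 and 0.0942. The difference in males no longer passed it without XXM 5, XYM 12 or XYM 16 (0.58 each) or XYM 13 (0.55), and neither did that over both gonadal sexes without XYF F9 (0.57, against 0.62 with all mice). Lower in XX than in XY mice were 8 X-linked genes over both gonadal sexes, 6 in females and 11 in males. Tlr8, Tlr7, Prps2, Msl3, Arhgap6 and Hccs, 6 of the 8, lie between the start of Tmsb4x at 167207093 and the end of Hccs at 169320374, where 7 genes were tested. Their log2 differences over both gonadal sexes were -1.36, -1.27, -0.82, -0.82, -0.65 and -0.96 in that order. The median over the other 426 X-linked genes tested was 0.02.

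**Figure D1:**
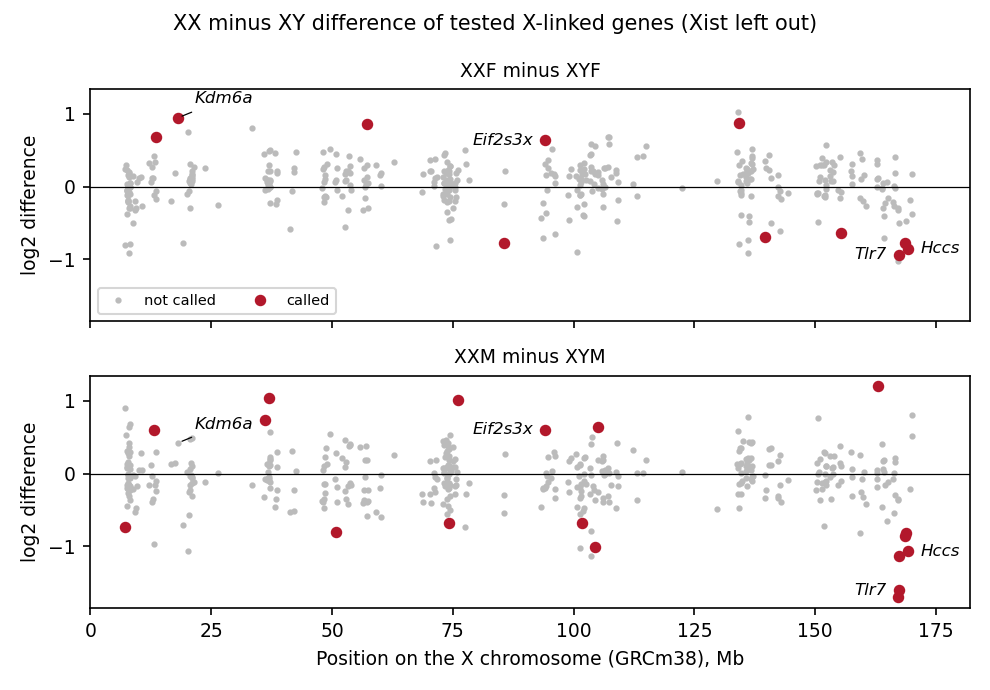
Log2 difference in expression between XX and XY mice (vertical axis, log2 of RPKM + 1, limma) against the start of each tested X-linked gene on GRCm38 (horizontal axis, Mb), above for XXF minus XYF and below for XXM minus XYM mice. Each point is 1 gene, red points are called genes, and Xist, at 4.93 and 5.14, is left out. Kdm6a is called in females and not in males, Eif2s3x in both, and several genes around Tlr7 and Hccs at the distal end lie below 0 in both panels.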

Only two additional X-linked genes were demonstrated to be overexpressed in XX vs. XY splenocytes isolated from FCG mice immunized with HKSP (threshold of log2FC > 0.585 and FDR < 0.1): *Eif2s3x*, and *Kdm6a*. KDM6a (Lysine (K)-specific demethylase 6A, aka UTX) is a histone demethylase whose epigenetic regulatory function has previously been demonstrated to modulate other immune cells in an XX-dependent manner (65, 66), making it an interesting candidate gene for our studies. The increased expression of *Kdm6a* in XX vs. XY splenocytes (Fig. 2A; XXF vs. XYF females *p* < 0.0001; XXM vs. XYM males *p* = 0.0214) was confirmed by qRT-PCR in both total splenocytes and B cells isolated from FCG mice (Fig. 2B), and higher KDM6a protein levels (Fig. 2C–D) were detected in XX vs. XY B cells via western blot (main effect XX vs. XY sex chromosome; *p* = 0.0037, unpaired t-test).

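Kdm6a (Entrez Gene 22289) lies on the X chromosome of GRCm38 from 18160862 to 18279936 and had between 713 and 2309 reads per mouse. Its Y-linked homologue is Uty, on which none of the XX mice had a read, so that reads of Kdm6a were not counted on it. Kdm6a expression, as log2(RPKM + 1), was 4.47 ± 0.16 (SD, n = 5) in XXF mice and 3.52 ± 0.27 (SD, n = 4) in XYF mice. It was 4.42 ± 0.25 (SD, n = 5) in XXM mice and 4.00 ± 0.10 (SD, n = 5) in XYM mice. The log2 difference between XXF and XYF mice was 0.95 (SE 0.13, adjusted p = 0.00144 from limma with Benjamini-Hochberg adjustment), and all XXF mice lay above all XYF mice (exact two-sided permutation p = 0.00794, the smallest possible). Between XXM and XYM mice it was 0.42 (SE 0.13, adjusted p = 0.0857 from limma), with XXM 2 lying among the XYM mice (exact two-sided permutation p = 0.0317). The difference in males was larger than the spread of either group and passed the adjusted p threshold, but not the fold change threshold. Its adjusted p was over 0.1, too, without XXF F5, XXM 5, XXM 6, XXM 8, XYM 12, XYM 13 or XYM 16. Averaged over both gonadal sexes the difference was 0.69 (SE 0.09, adjusted p = 0.000477 from limma, exact permutation p = 0.000126). With each mouse left out in turn it lay between 0.83 (without XYF F7) and 1.04 (without XYF F6) in females and between 0.36 (without XXM 8) and 0.53 (without XXM 2) in males. Over the alternatives, each mouse left out included, the adjusted p lay between 0.000298 and 0.0198 in females and between 0.00717 and 0.18 in males. A fit with 6 scores of cell markers added, made as a test of cell composition after the result was seen and not counted among those alternatives, moved it most, and Kdm6a was not called. Its difference was then 0.66 in females (SE 0.27, adjusted p = 0.710 from limma), -0.13 in males (SE 0.32, adjusted p = 0.799) and 0.27 over both (SE 0.26, adjusted p = 0.523). That fit cannot tell a difference in cell composition from a difference per cell, since the marker scores themselves differ between XX and XY mice. The difference was 0.53 larger in females than in males (SE 0.18, adjusted p = 0.148 from limma over all genes, exact permutation p = 0.0223 for this gene alone). The paper took up Kdm6a as a candidate gene because it was among the few X-linked genes that passed its thresholds and because KDM6a affects other immune cells in an XX-dependent manner. The paper concluded that Kdm6a is higher in XX than in XY splenocytes of both gonadal sexes. That rests on Tukey's test of the values in Fig. 2A, without a fold change threshold, and on qRT-PCR. The direction here is the same in both gonadal sexes, with the fold change threshold passed in females alone.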

Increased expression of an X-linked gene could indicate either biallelic expression via escape from X chromosome inactivation or increased expression from the active X chromosome. To demonstrate *Kdm6a*’s ability to escape X chromosome inactivation, RNA-FISH was performed on B cells isolated from XXF female FCG mice one-week post-HKSP immunization. The inactive X chromosome was detected using a fluorescent probe targeting *Xist*, a long, non-coding RNA that coats the inactive X chromosome resulting in its inactivation and formation of an *Xist* cloud (67, 68). Colocalization of *Xist* and *Kdm6a*-specific probes were considered indicative of *Kdm6a* being expressed from the inactive X chromosome. Approximately 13% of B cells presented with an *Xist* cloud (mean = 13%, range of 5–29%) suggesting that they were activated in response to HKSP immunization, as naïve B cells have been shown to lack an *Xist* cloud (17, 69). Of the B cells possessing *Xist* clouds, 78% (mean = 78%, range of 50–100%) exhibited colocalization of *Kdm6a* with *Xist* RNA (Fig. 2E), suggesting that *Kdm6a* is biallelically expressed.

The differential expression of *Kdm6a* was also evaluated in B cells isolated from XX vs. XY sham-operated and gonadectomized male and female mice immunized with HKSP (Fig. 2F). XX-dependent enhancement of *Kdm6a* expression was not impacted by castration of male mice (XXM vs. XYM *p* = 0.0027), and similar trends were noted in ovariectomized females (XXF vs. XYF *p* = 0.0652), suggesting that the XX vs. XY differential expression of *Kdm6a* is regulated independent of circulating sex hormones.

#### Inhibition of KDM6a ex vivo promotes plasma cell differentiation, but not in a sex chromosome-dependent manner.

We next sought to determine whether KDM6a functions to modulate plasma cell differentiation in an XX-dependent manner. Splenocytes were isolated from naïve FCG mice and stimulated with IL-4 and LPS in the presence or absence of increasing concentrations of GSK J4 or its inactive isomer GSK J5. GSK J4 is a chemical inhibitor specific for H3K27me3 demethylases, including KDM6a (70, 71). In all four genotypes (XXF, XYF, XXM, and XYM), GSK J4 (2μM) enhanced CD138 + plasma cell frequencies following *ex vivo* stimulation (Fig. 3A–E). Demonstrating the specificity of the GSK J4-mediated effect, its inactive isomer, GSK J5, did not impact plasma cell frequencies. Additionally, concentrations of total IgM in the supernatants of stimulated cells were not impacted by KDM6a inhibition (Fig. 3F–G, Suppl. Figure 4). Taken together, these data suggest that despite *Kdm6a’s* overexpression in XX vs. XY cells, KDM6a’s demethylase activity is not directly influencing CD138 + plasma cell differentiation or IgM secretion in a sex chromosome-dependent manner.

#### The gut microbiome is required for XX-specific immune enhancement.

Sex biases in gut microbiome diversity have been reported and demonstrated to differentially influence immune activation (30, 72). Here, we evaluated whether the gut microbiome could differentially influence immune activation in a sex chromosome complement-dependent manner. FCG mice were administered an antibiotic (Abx) cocktail containing metronidazole (10 mg/ml), vancomycin (10 mgl/ml), neomycin (20 mg/ml) and ampicillin (20 mg/ml) via oral gavage. Control animals received sterile water alone. On day 4, mice were immunized with HKSP, and on day 10, ELISPots were performed to evaluate the number of HKSP-specific ASC (Suppl. Figure 2). Male and female XX FCG mice with intact gut microbiomes produced more HSKP-specific IgM ASC than XY mice in response to HKSP immunization. Interestingly, antibiotic administration significantly reduced XX responses (control vs. Abx; females *p* = 0.0025; males *p* = 0.0003) to levels similar to those seen in XY mice, but had no impact on XY responses (Fig. 4A–B).

The composition of FCG mouse microbiomes was then characterized by 16s rRNA sequencing to determine if distinct microbiomes in XX vs. XY mice could explain this phenotype. Based upon calculated alpha diversity metrics, namely Shannon diversity indexes and Observed Taxonomic Units (OTUs), little diversity was identified within XXF, XYF, XXM, and XYM samples (Fig. 4C–D). Multiple beta diversity metrics were also calculated, including Jaccard, unweighted UniFrac, weighted UniFrac, and generalized UniFrac distances. While XXF female vs. XYM male microbiomes exhibited significant compositional differences based upon these metrics, beta diversity was found to be similar in XXM vs. XYM males or XXF vs. XYF females in 3 of the 4 metrics assessed (Table 3). Figure 4E represents the relative abundance of taxa identified in FCG microbiomes and emphasizes the compositional similarities between XX vs. XY animals of the same gonadal phenotype. Since compositional differences could not fully explain the microbiome-mediated enhancement of immune responses in XX mice, it was hypothesized that sex chromosome-dependent differences in concentrations of SCFAs, major metabolites of the gut microbiome, may contribute. To test this, fecal concentrations of eight distinct SCFAs, including acetate (C2), propionate (C3), and butyrate (C4), were measured using LC-MS/MS. While the concentration of individual SCFAs varied, similar concentrations were detected between XXF vs. XYF female and XXM vs. XYM male FCG mice (Fig. 5). Interestingly, male mice tended to possess higher SCFA levels than females in general.

Despite no detected differences in XX vs. XY SCFA concentrations, it was not known if SCFAs function differently in XX vs. XY mice. Given our previous studies demonstrating that propanil enhances HKSP immune responses in an XX-dependent manner (73), we thought this was an intriguing possibility. To evaluate this potential, the endogenous gut microbiomes of male and female FCG mice were depleted using antibiotics, as described earlier. Their endogenous microbiome was then reconstituted with select SCFA-producing bacteria in the presence or absence of inulin, a fiber source that is metabolized into SCFAs. Control groups underwent antibiotic microbiome depletion, but no reconstitution (Suppl. Figure 6). All mice were then immunized with HKSP, and immune responses evaluated one week later. Live/Dead flow staining of fecal content demonstrated successful depletion of the endogenous gut microbiome and successful reconstitution in mice receiving SCFA-producers following initial antibiotic administration (Fig. 6B–C, Suppl. Figure 5). XXF females administered SCFA-producing bacteria + inulin exhibited a significant increase in HKSP-specific ASC when compared to XYF animals of the same treatment group (*p* = 0.0062), as well as in comparison to XXF and XYF microbiome-depleted controls. No increase was detected when XXF females received SCFA-producing bacteria alone. In XYF females, neither treatment (SCFA-producing bacteria + inulin or SCFA-producing bacteria alone) exhibited increased HKSP-specific responses (Fig. 6D), suggesting that SCFAs may function in an XX-dependent manner in females. However, increased HKSP-specific responses in XXM vs. XYM male mice were dependent only on the administration of the SCFA-producing bacteria, not the presence (*p* = 0.0205) or absence (*p* = 0.0025) of inulin. Similar to females, neither treatment increased responses in XY males above that of the microbiome-depleted controls (Fig. 6E).

To further evaluate if SCFAs enhance B cell function in a sex-chromosome-dependent manner, splenocytes were isolated from FCG mice and stimulated *ex vivo* with LPS + IL-4 in the presence or absence of increasing, biologically relevant propionate (C3) concentrations. While propionate did not impact female cell viability, high concentrations (2mM) did reduce the viability of male splenocytes after 3 days of culture (Fig. 7A–B). Plasma cell differentiation was reduced in response to propionate treatment, indicated by a dose-dependent decrease of CD138 + cell numbers, as was a dose-dependent reduction in IgM secretion regardless of gonadal sex or sex chromosome complement (Fig. 7C–F).

## Discussion

In the present study, humoral immune responses against HKSP immunization were found to be differentially regulated by the presence of an XX vs. XY sex chromosome complement (Fig. 1). While the dosages of X-linked genes are typically balanced between males and females via the process of XCI (16), X-linked genes related to immunity have been demonstrated to more readily escape XCI in immune cells than other somatic cell types, and are uniquely regulated in B lymphocytes (17–21). Furthermore, the biallelic expression of multiple X-linked, immune-related genes has recently been reported to promote lymphocyte activation (15, 16, 65, 66). We therefore hypothesized that X-linked gene dosage effects may contribute to the sex chromosome-dependent phenotype we identified in response to HKSP immunization. RNA-Seq performed on splenocytes isolated from male and female FCG mice identified three X-linked genes, *Xist, Eif2s3x*, and *Kdm6a*, as being overexpressed in an XX vs. XY-dependent manner (Fig. 2A, Suppl. Figure 3). 

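The X-linked genes called higher in XX mice made up 1.39% of the 433 tested in females, 1.85% in males and 1.62% over both gonadal sexes, and 13 genes were called in at least 1 of these comparisons. A list of 9 genes held to escape X inactivation in mouse cells was fixed before the values were examined and scored in each mouse. It held Kdm6a, Eif2s3x, Kdm5c, Ddx3x, Pbdc1, 5530601H04Rik, Jpx, Ftx and Mid1. The score is the mean over the genes of log2(RPKM + 0.5) centred on all mice. The paper had reported Kdm6a and Eif2s3x as higher in XX mice from these same data, so the score is not independent of that report. Over both gonadal sexes their limma differences, 0.69 and 0.62, were the largest of the list. The others lay between -0.20 (Mid1) and 0.42 (Pbdc1). No score without Kdm6a and Eif2s3x was made. The score was 0.11 ± 0.12 (SD, n = 5) in XXF and -0.31 ± 0.14 (SD, n = 4) in XYF mice, and 0.16 ± 0.06 (SD, n = 5) in XXM and -0.02 ± 0.11 (SD, n = 5) in XYM mice. The difference between XX and XY mice was 0.30 over both gonadal sexes (exact two-sided permutation p = 6.3e-05, adjusted p = 0.000189 over 12 lists), and all 10 XX mice lay above the mean of the XY mice of their gonadal sex. It was 0.42 in females (exact p = 0.00794, the smallest possible) and 0.18 in males (exact p = 0.0159). The difference between these was not past the threshold (0.24, exact permutation p = 0.089). With each mouse left out in turn the difference over both stayed between 0.28 and 0.34. With 6 scores of cell markers added to the limma fit, the median difference over the 9 genes was 0.0268, against 0.26 without them. There 5 genes lay above 0, against 8 without the scores, and Eif2s3x and Pbdc1 rose while the other genes fell. For the list as a whole that fit cannot tell cell composition from a difference per cell, since the marker scores themselves differ between XX and XY mice. Of this list, Kdm6a was called in females and not in males, and Eif2s3x was called in each. Pbdc1 (Entrez Gene 67683, X chromosome, 105079731 to 105117094) was called in males, with a log2 difference of 0.64 (SE 0.12, adjusted p = 0.0229 from limma). Without XYM 13 it was 0.58, below the fold change threshold, and over the alternatives, each mouse left out included, its adjusted p lay between 0.00108 and 0.0853.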

The number of potential escape genes identified was lower than anticipated given the unique regulation of XCI in B cells but was consistent with previous reports suggesting that only 3% of X-linked genes escape inactivation in mouse embryonic fibroblasts. Higher percentages, upward of 15–20%, are believed to be biallelically expressed in human cells (18, 74). While *Eif2s3x* is a commonly recognized escape gene, *Kdm6a* has only recently gained attention as an epigenetic modulator of sex-biased immune activation. Functioning as a histone H3 demethylase, *Kdm6a* has been linked to enhanced activation of female CD4 + T cell in EAE (66), as well as female microglial activation in ischemic stroke (65). Although *Kdm6a* mutations have been associated with B cell cancers (75, 76), its impact on humoral responses to infection and vaccination are only beginning to be assessed. Conservation of *Kdm6a* overexpression in XX vs. XY immune cells across species (mouse and human) (77) and its epigenetic regulatory function made it an interesting target for additional studies attempting to delineate the mechanisms that contribute to more robust humoral responses in XX vs. XY mice.

Following RNA-Seq, subsequent experiments confirmed *Kdm6a* overexpression in XX vs. XY B cells at both the RNA and protein level (Fig. 2). Since overexpression does not necessarily equate to biallelic expression, RNA-FISH was utilized to confirm *Kdm6a* expression on the inactive X chromosome. In these experiments, only 13% of the B cells isolated from HKSP immunized mice possessed detectable *Xist* clouds (data not shown), an indicator of X inactivation. Since *Xist* expression is low in naïve B cells and increases in response to both immunization *in vivo* or *ex vivo* stimulation (data not shown and (17, 69)), it was hypothesized that the B cells with detectable *Xist* clouds were reflective of activated B cell subsets (Fig. 2E). Of the B cells possessing Xist clouds, 78% demonstrated colocalization of *Kdm6a* and *Xist* signals suggesting that, similar to previous studies in mouse embryonic fibroblasts (77), *Kdm6a* is biallelically expressed by activated B cells (Fig. 2E). Due to the lack of *Xist* expression in naïve B cells, no conclusion could be drawn about whether *Kdm6a* is also biallelically expressed in this B cell subset in the current studies. However, higher *Kdm6a* gene expression levels were detected in XX vs. XY B cells regardless of their activation status (data not shown), suggesting that the biallelic expression pattern may also be retained in this subset. Small nucleotide polymorphisms (SNPs) present in the maternal vs. paternal *Kdm6a* could be utilized to confirm *Kdm6a* biallelic expression in both naïve and activated B cell subsets. However, a different background strain would be needed, as C56BL6/J mice possessed no SNPs in their *Kdm6a* genes capable of distinguishing the maternal vs. paternal X chromosome.

*Kdm6a* overexpression has been demonstrated to promote T cell (19) and NK (78) function in a sex-dependent manner. In B cell cancers, it has been identified as a tumor suppressor (79) and, in recent studies, B cell activation, isotype switching, and plasma cell differentiation were restrained by KDM6a activity (80, 81), suggesting different functional roles in different lymphocyte populations. Adding to the existing B cell data, inhibition of KDM6a activity using GSK J4 increased plasma cell differentiation in all four genotypes (XXF, XYF, XXM, XYM) at high doses following *ex vivo* stimulation (Fig. 3). Furthermore, KDM6a-mediated suppression of plasma cell differentiation was not sex chromosome-dependent, as XX and XY cells exhibited similar sensitivities to GSK J4-mediated inhibition. It should be noted that the inhibitory function of GSK J4 is not limited to KDM6a alone, but also impacts all JMJD3 histone demethylases. However, other JMJD3 histone methylase family members, including *Kdm5c*, were expressed at equivalent levels in XX and XY FCG mouse B cells (data not shown). It is possible that KDM6a influences B cell activation and differentiation in an XX-dependent manner independent of its enzymatic activity. However, this was not assessed in the current study.

A number of additional genetic factors beyond X-linked immune gene dosage effects could be contributing to the XX-dependent phenotypes described in response to HKSP immunization. Among these are genes encoded by the Y chromosome that are not expressed in XX mice (82), X gene parental imprinting, as well as the expression of X-linked microRNAs (miRNAs) (83, 84). Going beyond these traditionally studied genetic and epigenetic regulators, we propose that additional factors, including the gut microbiome, may also be influencing immune responses in an XX-dependent manner.

The gut microbiome has more recently been established as an important regulator of immunity and has been demonstrated to differentially modulate immune activation in males and females (30–32, 85). To our knowledge, the collaborative role of the gut microbiome and XX sex chromosome complement has not been evaluated. Antibiotic depletion of the gut microbiome reduced humoral responses in XX mice to levels similar to that of XY, while having no impact on the magnitude of XY responses (Fig. 4A–B), suggesting a synergistic effect. Consistent with previous reports (86–88), sex-specific differences were noted in the composition of male vs. female gut microbiomes (Fig. 4C–E). However, minimal differences were identified in the microbiome compositions of XXF vs. XYF females or XXM vs. XYM males, or in the levels of SCFAs between XX vs. XY mice of the same gonadal sex (Fig. 5). This led us to consider other mechanisms by which the gut microbiome could modulate immune responses in an XX-dependent manner. Our laboratory previously demonstrated that the immunomodulatory compound propanil enhances responses to HKSP immunization in an XX-dependent manner (34). Given that a major metabolite of propanil is also a metabolite of the gut microbiome, namely propionate, we hypothesized that propionate may likewise be capable of influencing humoral immune responses in an XX-dependent manner. In lymphocytes, the immunomodulatory effects of SCFAs have most commonly been attributed to their histone deacetylase (Class I/II) inhibitory function (40, 42, 89–92). In B cells, propionate has previously been demonstrated to inhibit HDAC activity, resulting in histone H3 hyper-acetylation, plasma cell differentiation, and class-switching (40). Subsequent opposing studies suggested that SCFAs both promote and suppress B cell responses, depending upon the exposure dose (40, 93). To our knowledge, no previous report has evaluated whether SCFAs influence immune responses differently in males vs. females or if these effects may be sex chromosome-dependent.

Here we attempted to address whether SCFAs influence humoral immunity in an XX-dependent manner in two ways. This first involved antibiotic depletion of gut bacteria and reconstitution of the microbiome with SCFA-producing species in the presence or absence of a fiber source that promotes SCFA production prior to HKSP immunization. While enhancement of XX-dependent responses required the presence of gut microbiome bacteria, this enhancement appeared to be SCFA-dependent in females only and not in males (Fig. 6D–E). Interestingly, reconstitution of the microbiomes with SCFA-producing bacteria seemed more efficient in female vs. male cells (Fig. 6B–C). These differences in reconstitution, along with differing circulating sex hormones, may explain the observed differences in females vs. males’ dependence on SCFA production. Interestingly, the main effect of gonadal sex, in which females responded more robustly to HKSP immunization than males (Fig. 1), was lost in mice possessing only select SCFA-producing bacteria. This suggests that sex-specific gut microbiome compositions influence the robustness of an immune response. However, those compositional differences alone are not mediating the XX sex chromosome-dependent effects noted following HKSP immunization, and thus requires additional study. Additionally, we tested the influence of SCFAs on XX vs. XY B cell activation in response to *ex vivo* mitogen stimulation. Using concentrations similar to those previously reported by Kim *et al*. and Sanchez *et al*., a reduction in viability was noted only at high propionate concentrations in male cells. Despite this, propionate was demonstrated to decrease mitogen-induced plasma cell differentiation in a dose-dependent manner, in concurrence with Sanchez *et al*., and it does so similarly in all four genotypes. Taken together, these data suggest that the gut microbiome influences immune responses in a multi-faceted manner, with contributions from SCFA production as well as other, not yet defined microbial components. Discrepancies between *in vivo* and *ex vivo* results may also be reflective of additional sex-specific collaborations occurring in our *in vivo* studies, which could implicate the organizational influence of sex hormones on the gut-microbiome mediated effects.

While our study provides valuable insights into the complex interactions between the sex chromosome complement and gut microbiome in shaping immune responses, it is essential to acknowledge the limitations of the FCG mouse model. Others have demonstrated similar levels of circulating sex hormones in XX vs. XY mice of the same gonadal sex (28, 94–96), but variations in gonadal morphology and function between XX and XY mice of the same gonadal sex, as well as potential differences in the phenotypic responses to cyclic ovarian hormones (97, 98), should be considered when interpreting our findings. We attempted to control for these variables by gonadectomy when possible, but the potential for hormone organizational effects prior to gonadectomy cannot be overlooked. Additionally, the variability in gut microbiome composition observed between animal facilities is a challenge whenever studying its role in biological processes. We attempted to mitigate this challenge by depleting the endogenous microbiome and reconstituting with select species, which may be a valuable strategy for obtaining reproducible results in multiple settings.

### Perspectives and Significance

While the individual impacts of sex hormones, sex chromosome complement, and the gut microbiome on immunity have been well characterized (1, 37, 99–101), the present study underscores the essential consideration that these three biological systems are intrinsically interconnected. The collaboration between sex hormones and sex chromosomes has previously been evaluated, but less is known about the interplay between these sex-specific factors and the gut microbiome. Sex hormones are known to be crucial regulators of microbiome colonization (30, 31, 85), and conversely, the gut microbiota can influence hormone production and bioactivity (32). Most previous studies investigating microbiome-dependent influences have focused on identifying sex-specific microbiome populations to explain dimorphic responses. However, in the current studies, while attempting to delineate the underlying mechanisms contributing to sex biases in immune responses to HKSP immunization, we demonstrated that similar gut microbiomes can influence immune sex biases in an XX sex chromosome-dependent manner.

## Figures and Tables

**Figure 1:**
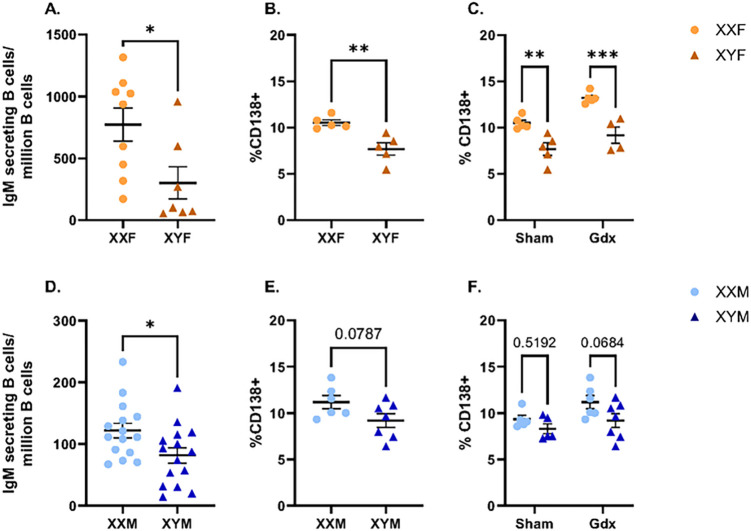
Possession of an XX vs. XY sex chromosome complement influences humoral responses to HKSP immunization. Immune responses against HKSP were assessed in FCG females (A-C) and males (D-F) one-week post-HKSP immunization. Numbers of HKSP-specific IgM-secreting B cells (A, D) and percentages of CD138+ plasma cells (B, E) were measured using ELSPOT and flow cytometry, respectively. To assess the impact of sex hormones on sex chromosome-dependent phenotypes, percentages of CD138+ plasma cells were assessed in sham-operated vs. gonadectomized female (C) and male (F) FCG mice following the same immunization protocol. Data are represented as the mean +/− SEM with each data point representing one mouse. Unpaired t-tests (A-B, D-E) or two-way ANOVA followed by Sidak’s multiple comparisons test (C, F). *p<0.05; **p<0.01; ***p<0.001. Sham = sham-operated; Gdx = gonadectomized.

**Figure 2:**
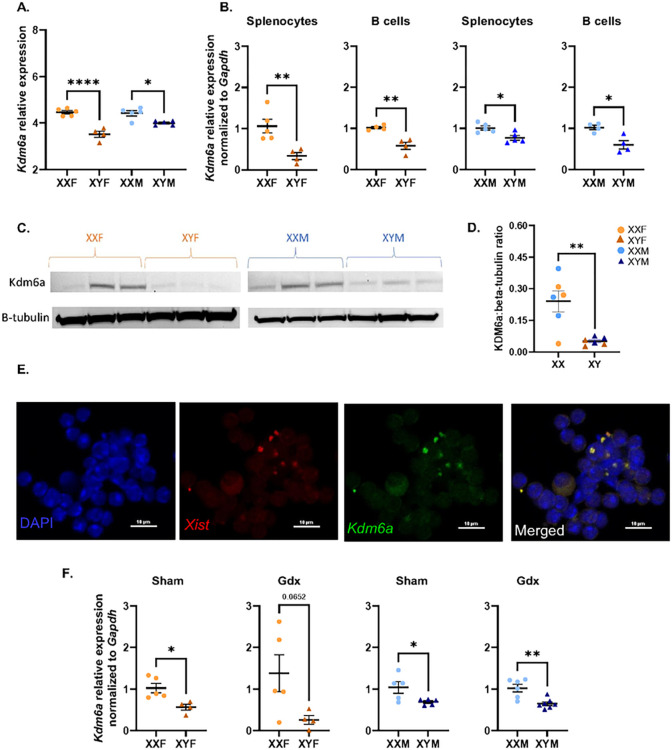
Kdm6a is differentially expressed in XX vs. XY splenocytes and B cells isolated from HKSP-immunized FCG mice. One-week post-HKSP immunization, RNA-Sequencing was performed on splenocytes isolated from male and female FCG mice. Levels of Kdm6a expression are represented as relative expression using EdgeR values (A). Differential expression of *Kdm6a* was confirmed by qRT-PCR using both splenocytes and B cells isolated from HKSP-immunized FCG mice (B). KDM6a protein levels were assessed by western blot using lysates generated from HKSP-immunized FCG splenocytes (C, D). Relative levels of protein expression were quantified as KDM6a:beta-tubulin ratios (D). RNA-FISH was utilized to determine if *Kdm6a* escaped XCI in B cells isolated from female XX FCG mice previously immunized with HKSP. Representative images of individual DAPI, *Xist*, and *Kdm6a*, as well as merged images, are presented (E). Colocalization of *Kdm6a* and *Xist* signals was considered indicative of XCI escape (E). *Kdm6a* expression was also assessed in B cells from HKSP-immunized gonadectomized and sham-operated animals (F). Data are represented as the mean +/− SEM with each data point representing one mouse. Statistics by one-way ANOVA followed by Tukey’s multiple comparisons test (A) or unpaired t-tests (B, D, F). *p<0.05; **p<0.01; ****p<0.0001. Sham = sham-operated; Gdx = gonadectomized.

**Figure 3:**
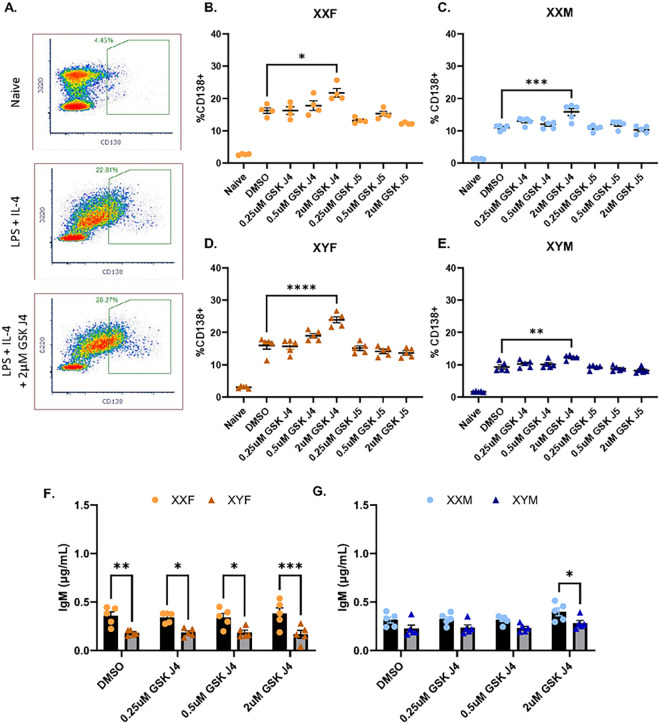
KDM6a inhibition enhances plasma cell differentiation, but not IgM secretion, similarly in all four genotypes. Splenocytes isolated from naïve FCG mice were stimulated *ex vivo* with IL-4 (0.01μg/mL) and LPS (5μg/mL) in the presence or absence of GSK J4 or its inactive isomer GSK J5. Representative density plots of flow cytometric data from naïve (day 0) or stimulated splenocytes (day 3) +/− GSKJ4 exposure are depicted in (A). Percentages of CD138+ plasma cells in XXF (B) and XYF (D) females and XXM (C) and XYM (E) male FCG mice were quantified by flow cytometry. Supernatants were collected and total IgM concentrations were assessed by ELISA for each stimulation condition (F-G, Suppl. Fig. 4). Data are represented as the mean +/− SEM with each data point representing one mouse. Ordinary one-way ANOVA with Dunnett’s multiple comparisons test (B-E) and two-way ANOVA with Sidak’s multiple comparisons test (F-G) *p<0.05; **p<0.01; ***p<0.001, ****p<0.0001. Statistics comparing Naive groups not shown in B-E.

**Figure 4:**
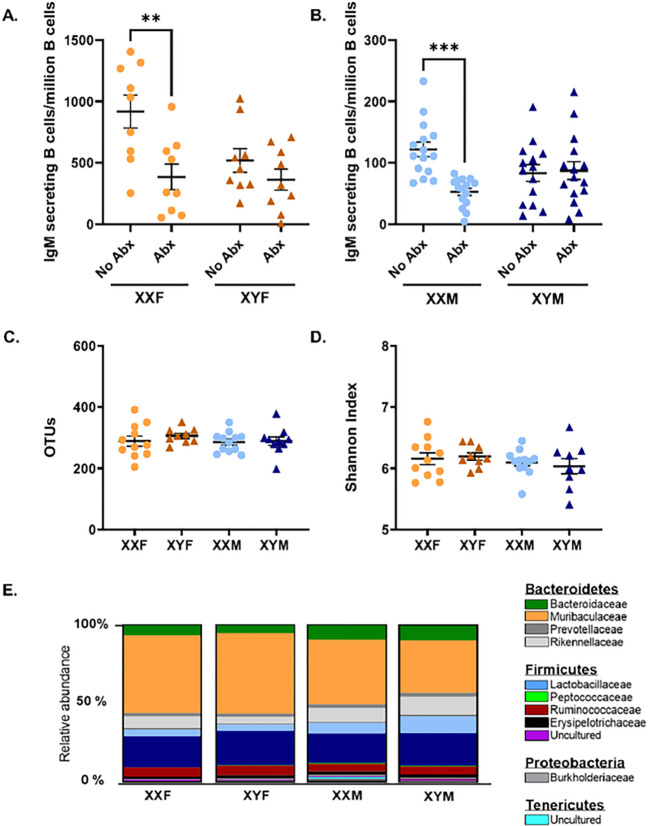
Similar gut microbiome communities influence humoral immune responses in a sex chromosome-dependent manner. The number of IgM secreting B cells produced in response to HKSP immunization was assessed by ELISPOT in male and female FCG mice possessing intact or antibiotically depleted gut microbiomes (A, B). 16s rRNA gene sequencing and metagenomic analyses were performed to assess microbiome diversity in FCG mice. The number of different OTUs as a function of the number of sequence reads (C) and Shannon diversity indexes (D) were determined. For each distinct OTU identified, percent abundancies were calculated (E). The total height of y-axis represents 100% of the assigned sequences after quality filtering, and the size of the colored regions represents proportional contributions of each phylotype shown with the top 11 families being visualized. Data are represented as the mean +/− SEM with each point representing one mouse. Statistics by two-way ANOVA with Sidak’s multiple comparisons test (A, B) or one-way ANOVA with Tukey’s multiple comparisons test (C, D) **p<0.01; ***p<0.001. Abx = antibiotics; OTUs = observable taxonomic units.

**Figure 5:**
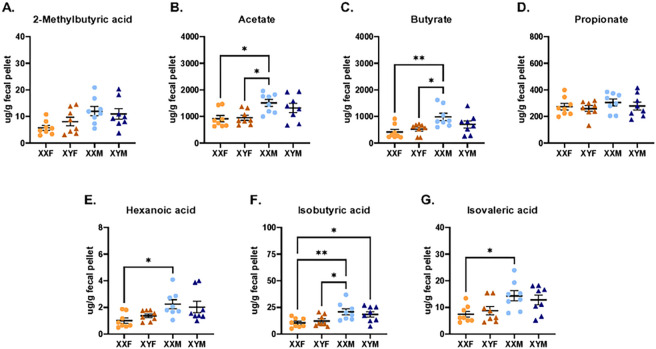
Concentrations of SCFA in the feces of male and female FCG mice. Fecal pellets from naïve FCG mice were collected and analyzed for eight short-chain fatty acids: 2-methylbutyric acid (A), acetate (B), butyrate (C), propionate (D), hexanoic acid (caproic acid, E), isobutyric acid (F), and isovaleric acid (G) by LC-MS/MS (Metabolon). Data are represented as the mean +/− SEM with each point representing one mouse. Statistics by one-way ANOVA with Tukey’s multiple comparisons test. *p<0.05; **p<0.01.

**Figure 6:**
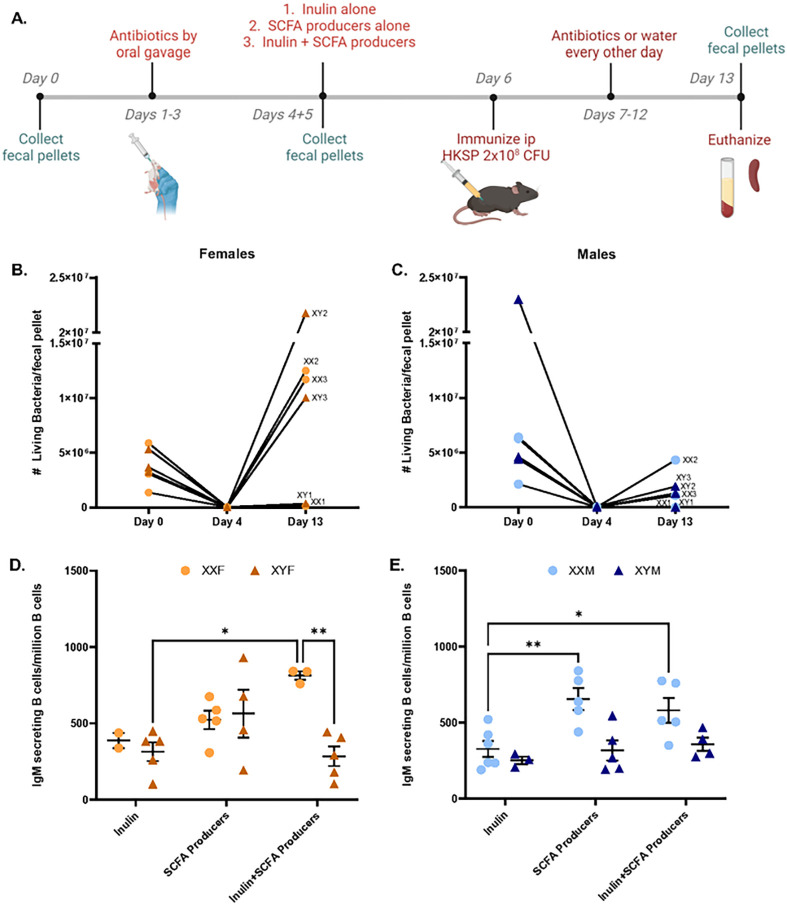
Reconstitution of gut microbiomes with SCFA-producing bacteria increased humoral responses in an XX-dependent manner. Overview of experimental design (A). Briefly, gut microbiomes of FCG mice were depleted using antibiotic oral gavage (3 days). On Day 4, mice were administered one of the following via oral gavage: inulin alone (Group 1); SCFA-producing bacteria alone (Group 2); or Inulin + SCFA-producing bacteria (Group 3). On Day 6, all mice were immunized with 2×10^8^ CFU heat-killed *Streptococcus pneumoniae*. Mice in the inulin alone exposed group received antibiotics by oral gavage every other day through Day 12, while mice receiving SCFA-producing bacteria ± inulin received water. Mice were euthanized on Day 13 and samples collected for immune response evaluations. Fecal pellets were collected on Day 0, Day 4 (prior to gavage treatments), and Day 13 to confirm colonization status. The number of living bacteria per pellet for females (B) and males (C) was assessed by flow cytometry to assess successful gut microbiome depletion and reconstitution. Immune responses were evaluated as numbers of IgM-secreting B cells in females (D) and males (E). Data point labels in B and C indicate the sex chromosome complement (XX or XY) and the group number as indicated in A. Data are represented as the mean +/− SEM with each point representing one mouse. Statistics by two-way ANOVA with Tukey’s (D) or Sidak’s (E) multiple comparisons test. *p<0.05; **p<0.01.

**Figure 7:**
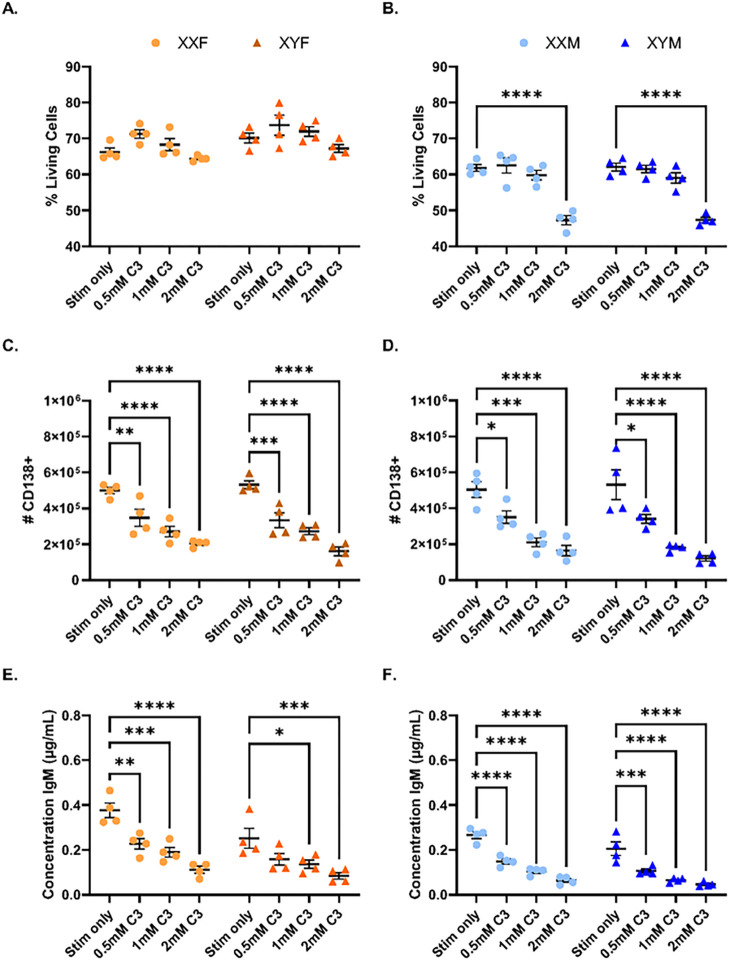
Propionate decreases plasma cell frequencies and IgM secretion similarly in all four genotypes *ex vivo*. Splenocytes isolated from naïve FCG mice were stimulated *ex vivo* with IL-4 (0.01μg/mL) and LPS (5μg/mL) in the presence or absence (Stim only) of increasing concentrations of C3 (propionate). Flow cytometric analyses evaluated cell viability (A-B) and the number of CD138+ plasma cells (C-D) 4 days post-stimulation. Supernatants were collected and total IgM concentrations were assessed by ELISA (E-F). Data are represented as the mean +/− SEM with each point representing one mouse. Statistics by two-way ANOVA with Tukey’s multiple comparisons test. *p<0.05; **p<0.01; ***p<0.001, ****p<0.0001. C3 = propionate

**Table 1:** *Sry, Ymt*, and *Myo* primer sequences (Invitrogen):

*Myo*	Forward: 5’-TTA CGT CCA TCG TGG ACA GCA T-3’
	Reverse: 3’-TGG GCT GGG TGT TAG TCT TAT-5’
*Sry*	Forward: 5’-AGC CCT ACA GCC ACA TGA TA-3’
	Reserve: 3’- TTG CCT GTA TGT GAT GG-5’
*Ymt*	Forward: 5’- GAG CTC TAC AGT GAT GA-3’
	Reverse: 3’-CAG TTA CCA ATC AAC ACA TCA C-5’

**Table 2:** Primer Sequences for qRT-PCR

Primer Target	Sequence
*Gapdh*	Forward: 5’-TTC ACC ACC ATG GAG AAG GC-3’
	Reverse: 3’-GGC ATG GAC TGT GGT CAT GA-5’
*Kdm6a*	Forward: 5’-TTC CTC GGA AGG TGC TAT TCA-3’
	Reverse: 3’-GAG GCT GGT TGC AGG ATT CA-5’

**Table 3:** FCG microbiome diversity: Statistical analysis of Beta-diversity indexes

Comparison	Jaccard	Unweighted UniFrac	Weighted UniFrac	Generalized UniFrac
XXF vs. XYM	0.002*	0.012*	0.020*	0.034*
XXM vs. XYM	0.038*	0.293	0.120	1.878
XXF vs. XYF	0.205	0.395	0.037*	0.068

* *p ≤* 0.05; comparison of index distances using QIIME2 plugins using PERMANOVA

## Abbreviations

FCG: Four Core Genotype
HKSP: heat-killed *Streptococcus pneumoniae*
XCI: X chromosome inactivation
SCFA: short-chain fatty acids
EAE: experimental autoimmune encephalomyelitis
SLE: systemic lupus erythematosus
RNA-FISH: RNA fluorescent *in situ* hybridization
Gdx: gonadectomized
ASC: antibody secreting cell
OTUs: observed taxonomic units

How the deposited data were processed for this re-analysis (not part of the article)

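RNA-seq of splenocytes from 19 HKSP-immunized FCG mice was re-analysed from the expression values that the authors deposited. The mapping of mice to groups came from the sample records and the paper. The sample records number the replicates as separate animals. The largest correlation between the log2 values of 2 mice was 0.990. Between mice of the same group the chi-square per gene was at least 20.7, where sampling noise alone would give 1. These values show more than sampling noise between libraries, but cannot by themselves tell separate animals from separate libraries of the same animal.

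The authors aligned reads to mm10 with subread, counted them on genes with featureCounts and deposited values described as log2 RPKM. The deposited log2 values equal log2(RPKM + 1) with 0.0001 added, as a check on the recovered reads showed. The authors normalized by library size and gene length only. They tested differences with EdgeR, which was not run here. The fixed plan foresaw a pseudocount of 0.5 or, for log2 values, the values themselves, and so the deposited values were tested as they stand.

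Whole reads were recovered for each gene from the steps between its values, with 312 genes or more behind each relative depth and the scale set by the exon lengths of 481 genes. In data simulated from known reads, every read number came back for 99.2% of 1933 genes. Genes with few simulated reads were not counted in this, and the true length was supplied for part of the genes. In the real data the recovered length equalled the annotated exon length for 1709 genes. The library sizes lay between 11263753 and 19962022 reads. Floors and folds from recovered reads cover counting error only, since reads from PCR are not independent molecules.

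The groups, tests, thresholds, gene lists, the rule for naming genes and most alternatives were fixed before the data were examined. limma 3.58.1 in R 4.3.3 fitted a mean for each of the 4 groups, with an empirical Bayes spread that follows mean expression, and Benjamini-Hochberg adjustment over 14186 genes. The comparisons were XX with XY in females, in males and averaged over both, males with females averaged over XX and XY, and the difference between the effects in females and males. In simulated data of 13963 genes with a log2 change of 1 in 195 of them, limma called 68.7% of the changed genes in females, 67.7% in males and 75.9% over both, with 5, 6 and 3 unchanged genes called. The mean estimates of that change were 0.81, 0.80 and 0.80. Exact permutation tests of single values were two-sided and permuted XX and XY within each gonadal sex. Those of males with females, and of the difference between the effects in females and males, permuted gonadal sex among mice of the same sex chromosomes. For the difference between effects this also takes males and females as exchangeable. Where males and females differ, the permuted values spread more widely, and such a p does not measure the difference between effects alone. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 was used.

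Genes are named in the text when the paper names them with a statement on expression, when they are among the 10 sex-linked genes with the largest differences of the 32 called between XX and XY mice, when they are among the 5 called genes with the largest differences whose groups do not overlap in a comparison, or when they belong to a list. Others are said to be chosen after their values were seen. Of the genes with the largest differences on no sex chromosome, Igkv7-33 was higher in XXF mice (log2 difference 3.72, but 2.46 without XYF F8, and not called without XYF F9 (3.87) or with the 2 compared groups alone), Igkv5-39 lower (-3.02) and Igkv3-2 lower in XXM mice (-3.14). Between males and females they were Ighv13-2 (6.55), Dapl1 (-3.78), Igkv1-110 (3.01) and Bambi-ps1 (-1.99). Immunoglobulin variable genes are close copies of each other, and how reads that match several of them were counted is not given in the sources used here.

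The 12 lists were an escape list, the genes neighbouring Tlr7, a proximal flank of that segment, Y-linked genes, X-linked immune genes, and markers of plasma cells, B cells, T cells, myeloid cells, erythroid cells, NK cells and proliferation. Each was scored as the mean of log2(RPKM + 0.5) of the genes passing the filter, centred on all mice, and adjusted p values of list scores are over the 12 lists.

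The alternatives were pseudocounts of 0.1 and 1, no filter or a filter at an RPKM of 1 (13026 genes), median ratio rescaling, quantile normalization, fits with the 2 compared groups alone, a spread without a trend, limma array weights, an adjusted p threshold of 0.05, no fold change threshold, list medians, and each mouse left out in turn. A pseudocount of 1 is what the deposited values hold, so for limma it is the reported result. A pseudocount of 0.5 and limma-voom on the recovered reads were added after seeing the data. For each count of called genes, 100 splits of the mice, the real 1 included, were fitted in the same way. Reads were not realigned, and the strand and multiple-match settings of the counting could not be varied.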

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

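Of the tests below, the comparison of the genes neighbouring Tlr7 with their proximal flank was written down beforehand, though the size of flank difference that would count against it was set after the values were seen, and the other tests of explanations, those on other splits of the mice included, were written after their results were seen.

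In 4 of 74 groups of values looked at, 1 mouse lay apart from the others of its group, where chance sets a mouse apart in about 1 in 20 groups. The number of genes with reads was 17126 in XYF F6, against 17752 to 17868 in the other XYF mice, and 17111 in XXM 2, against 17557 to 17682 in the other XXM mice. It was 18213 in XYM 13, against 17607 to 17762. XYF F6 and XXM 2 have the smallest libraries of their groups and XYM 13 the largest, and no further test was run.

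The NK cell list score of XYM 9 was -1.50, against -0.35 to 0.11 in the other XYM mice. This mouse and XYF F9 had the highest myeloid scores of their groups, 1.67 and 1.97, and a larger share of myeloid cells in these mice is a candidate explanation. A shallow library is argued against, since the smaller of these 2 libraries held 19040738 reads, above the median. Handling of these spleens or another response to the immunization were not tested.

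The difference between XX and XY mice itself differed between females and males for 12 genes by limma. Chance is not excluded, since 5 of 100 splits gave as many genes. Kdm6a had a difference larger by 0.53 in females by an exact permutation test (p = 0.0223), and did not pass limma's threshold.

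Kdm6a and the escape list, both higher in XX mice, were also looked at in the fit with 6 marker scores. Kdm6a over both gonadal sexes was 0.27 there (SE 0.26, adjusted p = 0.523 from limma), no longer called, and -0.13 in males. The median over the escape list genes was 0.0268, against 0.26 without the scores, and 5 of 9 genes lay above 0, against 8 of 9. The genes went both ways. Eif2s3x rose from 0.62 to 0.70 over both (SE 0.18, not called) and was called in males (0.65, adjusted p = 0.0698 from limma), and Pbdc1 rose from 0.42 to 0.93 over both and was called in males (1.23, adjusted p = 0.0578), which argues against composition as the whole cause of their differences in males. Ftx was called lower in XX males there (-0.79, adjusted p = 0.0593). A difference in cell composition and a difference per cell cannot be told apart for Kdm6a and the escape list as a whole by this fit, since the marker scores themselves differ between XX and XY mice and the standard error of Kdm6a leaves room for 0 and for the difference without the scores.

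The score of the genes neighbouring Tlr7 differed by -0.97 between XX and XY mice (exact permutation p = 3.15e-05, the smallest possible, adjusted p = 0.000126), with all 10 XX mice below the mean of the XY mice. It was -0.76 in females and -1.18 in males, and the difference between them was 0.42 (exact p = 0.0242, adjusted p = 0.0969). The proximal flank list differed by -0.10 (exact p = 0.0493, adjusted p = 0.0657), with -0.01 in females (exact p = 0.968) and -0.19 in males (exact p = 0.00794), and 7 of 10 XX mice on the lower side. Leaving out XXF F3 (-0.0719) or XYF F8 (-0.0747) left the flank not past the threshold. Mislabelled mice are argued against by the number of mice with reads against their label, 0. A difference in scaling or depth is argued against by the median of the other X-linked genes, 0.0213, and cell composition by a median of -0.95 over the neighbouring genes with 6 marker scores in the fit. There 5 of the 7 neighbouring genes were called over both gonadal sexes and 6 in males, and in females none was called by limma (lowest adjusted p = 0.122). As a chance run of neighbouring genes it would be rare, since 96 of 13532 windows of 7 genes elsewhere had as large a mean difference. The values go with an extra active copy of the segment around Tlr7 in XY mice, the test of which was the -0.97 beside the flank. A doubling would give a log2 difference of 1 in size. In males Tlr7 and Tlr8 went beyond that, with -1.61 and -1.70, and in females they were -0.94 and -1.02. With the marker scores in the fit they were -2.12 and -2.71 over both gonadal sexes. A doubled copy alone does not account for the size of these differences. These expression values cannot tell a copy missing from 1 X chromosome of XX mice from an extra copy in XY mice. The median difference of the neighbouring genes, -0.82, follows from either. The paper describes a colony kept by mating its XY males with wild-type females. A father bred in that colony has his X chromosome from a wild-type mother. That is a point against a missing copy, and it rests on the breeding, not on these values. Genomic DNA was not analysed here, so the missing copy and the extra copy both remain hypotheses. The difference in the X-linked immune list was -0.29 (exact p = 0.0252, adjusted p = 0.0378, 7 of 10 XX mice lower), and that list holds Tlr7 and Tlr8. The female difference minus the male was 0.56 (exact p = 0.0132, adjusted p = 0.0913), with -0.01 in females and -0.57 in males.

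The Y-linked list, which the paper does not report, differed by -5.41 between XX and XY mice, as the presence of a Y chromosome gives. The female difference minus the male was 0.57 (exact p = 0.0152, adjusted p = 0.0913), since XYM mice scored 0.58 above XYF mice (exact p = 0.00794, the smallest possible). Whether the gonads or processing the groups apart is behind it was not tested.

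Lists of cell markers also differed between XX and XY mice. The NK cell list was higher by 1.02 in XX mice (exact p = 3.15e-05, adjusted p = 0.000126) and the B cell list by 0.40 (exact p = 0.000819, adjusted p = 0.00197). In each, 10 of 10 XX mice lay above the mean of the XY mice of their gonadal sex. On the B cell list XXF F3 lay below XYF F7 and XYF F8. By gonadal sex the B cell difference was 0.53 in females (exact p = 0.0238) and 0.27 in males (exact p = 0.0159). It was no longer past 0.05 in females without XXF F1, F2, F4 or F5 or XYF F6 or F9. The same held in males without XXM 2, 5, 6 or 7. The myeloid list differed by -0.74 (exact p = 0.0113, adjusted p = 0.0226) and the plasma cell list by -0.24 (exact p = 0.0201, adjusted p = 0.0345). Each of these was past 0.05 in females (-1.04, exact p = 0.00794, and -0.38, exact p = 0.0476) and not in males, and the difference between the sexes was not past it (exact permutation p = 0.366 and 0.136). The myeloid difference rests in part on 2 mice. In females it was -0.63 without XYF F9 (exact p = 0.0179). In males it was -0.44 (exact p = 0.444) and -0.0477 without XYM 9 (exact p = 0.929), and 3 of the 5 XYM mice lay below all XXM mice. The plasma cell difference in females stayed past 0.05 only without XXF F2 (-0.45) or XYF F9 (-0.43), and lay between -0.43 and -0.29 without XXF F1, F3, F4 or F5 or XYF F6, F7 or F8. The T cell list (0.07, exact p = 0.744), the erythroid list (0.17, exact p = 0.686) and the proliferation list (-0.55, exact p = 0.0871) were not past the threshold over both gonadal sexes. The T cell list was higher by 0.49 in XX females (exact p = 0.0238) and differed by -0.36 in males (exact p = 0.0794), and the erythroid list by -0.64 in females (exact p = 0.238) and 0.97 in males (exact p = 0.151). The T cell difference in females was 0.24 without XYF F9 (exact p = 0.0893), and without any other single mouse but XYF F7 (0.64) it lay between 0.46 and 0.54 and was no longer past 0.05. The erythroid difference in females lay between -0.98 (without XYF F7) and -0.35 (without XYF F6), and was not past 0.05 with any single mouse left out. Without XYM 9 the differences in males were past 0.05, with -0.51 for the T cell list and 1.45 for the erythroid list (exact p = 0.0159 each). The female differences minus the male were 0.85 (exact p = 0.184) and -1.61 (exact p = 0.182). Both lists also differed between males and females, by -1.13 and -1.65, which widens the spread of these permutations of gonadal sex. These p values therefore leave open whether the effects differ. A lower share of myeloid cells in XX mice as the whole cause of the NK difference would raise the NK and B cell lists alike, and is argued against by the difference between these lists, which was 0.63 larger in XX mice (exact permutation p = 6.3e-05), and a few outlying mice by the smallest difference with a mouse left out, 0.89. More NK cells or more NK transcripts per cell in XX mice remain open as hypotheses, as does an effect of processing the groups apart. The lists measure RNA in mixed splenocytes and do not count cells.

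Immunoglobulin genes took a smaller share of the reads in XX mice, a difference of -1.28 percentage points (exact permutation p = 6.3e-05, adjusted p = 8.4e-05 over 4 shares). The share was 2.16% ± 0.52 (SD, n = 5) in XXF, 3.74% ± 0.53 (SD, n = 4) in XYF, 2.82% ± 0.31 (SD, n = 5) in XXM and 3.80% ± 0.52 (SD, n = 5) in XYM mice. Constant and joining genes carried -0.909 of this difference and variable genes -0.370. Without the 5 most abundant variable genes of each mouse, the share of variable genes still differed by -0.265 (exact permutation p = 3.15e-05, the smallest possible), which argues against a few expanded clones as the whole cause of the difference in variable genes. For the constant genes clones stay open. More plasma cells in XY mice and more immunoglobulin RNA per cell cannot be told apart, since the plasma cell list was lower in XX females and differed by -0.0949 in males (exact p = 0.373).

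Beyond the X-linked genes that the paper discusses, 225 genes not annotated to the X or Y chromosome were called between XX and XY mice over both gonadal sexes, 220 on other chromosomes and 5 without an annotated chromosome. Chance is argued against for all genes called over both gonadal sexes (1 of 100 splits gave as many), in females (1 of 100) and in males (3 of 100). It is also argued against for the X-linked genes higher and lower in XX mice over both (1 and 1 of 100), in females (1 and 1) and in males (3 and 2). In males the margin is thin, since another split gave as many as 944 genes, against 420 with the real groups. For X-linked genes in males the highest counts of other splits were 22 higher and 17 lower, against 8 and 11. Between gonadal males and females 1039 genes were called, 278 higher and 761 lower in males, and 1 of 100 splits, the real 1, gave as many. Without the fold change threshold the balance turned, with 2905 higher and 2563 lower. A smaller share of T cells in males as the whole cause is argued against by the erythroid list, which differed by -1.65 between males and females (exact p = 0.00176), where a loss of T cells alone would raise it. Apart from Sry, which had no read in any female, the order of the libraries and gonadal sex cannot be told apart as the origin of the 1039 genes, because both running numbers of the libraries place males and females apart. Gonadal hormones remain open and untested.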

How the results depend on the processing

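The pseudocount of 0.5 and limma-voom on recovered reads were chosen after seeing the data, and the other alternatives were planned. A pseudocount of 1 is the reported limma result and gave no separate value. No paired analysis was possible because each mouse is in 1 group and the groups share no replicate numbers. Where a cause is not named, the cause was not tested.

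Without the fold change threshold, the counts of called genes rose to 345 in females, 1115 in males, 983 over both gonadal sexes and 5468 between males and females, from 196, 420, 244 and 1039. X-linked genes higher in XX mice rose to 11, 19 and 22 in females, in males and over both, and lower ones to 19 in males and 15 over both, since fewer criteria applied. The called genes were then 220 higher and 125 lower in females, 635 and 480 in males (161 and 259 with the threshold), 612 and 371 over both, and 2905 and 2563 between males and females (278 and 761 with it). With an adjusted p under 0.05, 103 genes were called in females and 85 in males, with 2 and 6 X-linked genes lower, 5 higher in males and 4 higher over both. The count of genes whose effect differed between females and males was then 0 by limma, with 2979 at an unadjusted p under 0.05. limma-voom was run at the adjusted p threshold of 0.1 alone, where it gave 4. With the 2 compared groups alone in the fit, and so fewer mice behind the spread, 88 genes were called in females (37.5% higher in XX) and 121 in males, with 2 and 6 X-linked genes lower and 5 higher in males. Without the filter, and with more genes to adjust for, 211 genes were called in males, X-linked genes lower were 3 in females and 6 in males, and the effect differed for 6 genes. limma array weights called 1027 genes in males, 28 X-linked genes lower in males and 1910 genes whose effect differed. A pseudocount of 0.1 gave 413 genes over both, 1700 between males and females and 6 whose effect differed. limma-voom gave 391 over both and 1714 between males and females. Median ratio rescaling gave 4 X-linked genes higher over both, and moved the genes called in females from 95 higher and 101 lower to 65 higher and 114 lower. Array weights gave 63 higher and 269 lower over both, against 73 and 171.

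Eif2s3x in females was 0.58 under median ratio rescaling (adjusted p = 0.0178) and 0.54 with limma array weights (adjusted p = 0.0204), below the fold change threshold, and its adjusted p lay between 0.00777 and 0.0942 over all alternatives, each mouse left out included. Xist in females and in males, Sry, and Kdm6a in females, in males and in the difference between them kept their direction, and stayed called or not called, under the alternatives of values, filter, scaling and fit and without each mouse in turn. The exceptions are Kdm6a in males, called where the fold change threshold is dropped, and the fit with 6 marker scores, made as a test of cell composition. In that fit Kdm6a in females was not called (0.66) and in males reversed (-0.13), and Xist and Sry were not looked at. With list medians in place of means, the proximal flank list was -0.0492 (adjusted p = 0.235, between 0.00296 and 0.235 over its alternatives) and the X-linked immune list -0.15 (adjusted p = 0.227, between 0.0102 and 0.227), neither past the threshold. The proliferation list passed it under median ratio rescaling (-0.58, adjusted p = 0.0997, between 0.0355 and 0.23). Cxcr3 in females reversed with limma array weights (-0.0314), and it was not called under that setting. Of 59 further comparisons of named genes, 37 kept direction and call throughout, and over the rest 135 settings lost a call and 8 gained it.

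With each mouse left out in turn, the genes called in females were between 56 and 850. The count was 119 without XXF F1, 99 without XXF F4, 86 without XXF F5, 93 without XYF F6, 850 without XYF F7, 374 without XYF F8, 56 without XYF F9 and 417 without XYM 9. In males the count was between 51 and 1213, with 237 without XXF F5, 51 without XXM 2, 84 without XXM 5, 97 without XXM 6, 643 without XXM 7, 82 without XYM 12, 64 without XYM 13, 1213 without XYM 15, 88 without XYM 16 and 778 without XYM 9. Over both gonadal sexes it was between 148 (without XYF F9) and 518 (without XYF F7), and 408 without XYM 15. Between males and females it was between 837 and 1253. X-linked genes higher in XX mice were between 3 and 10 in females, 1 and 15 in males and 2 and 9 over both. X-linked genes lower were between 2 and 16 in females. They were 2 without XXF F4, XXF F5 or XYF F6, 3 without XXF F1, XXF F2, XYF F9, XXM 5 or XXM 6, and 16 without XYF F7. In males they were between 6 and 25, with 6 without XXF F5, XXM 2, XXM 5, XXM 6, XYM 12, XYM 13 or XYM 16, 25 without XYM 15 and 24 without XYM 9. Over both they were between 6 and 13, the highest without XYF F7. Genes whose effect differed between females and males were between 0 and 1694. The count was 0 without XXF F1, XXF F2, XXF F5, XYF F6, XYM 12 or XYM 16, 1 without XXM 6, 3 without XXF F4 and 7 without XYF F9, XXM 2 or XYM 13. It was 1197 without XXF F3, 749 without XYF F8, 808 without XYM 15 and 1694 without XYM 9.

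Over the same fits Kdm6a lay between 0.83 and 1.04 in females, 0.36 and 0.53 in males and 0.40 and 0.61 for the difference between them. Eif2s3x lay between 0.53 and 0.71 in females and 0.55 and 0.65 in males. It lost its call in females without XYF F9 (0.53) and in males without XXM 5, XYM 12 or XYM 16 (0.58 each) or XYM 13 (0.55). Xist lay between 4.82 and 5.01 in females and 5.05 and 5.23 in males, and Sry between 1.77 and 1.98. The ranges of the lists were 0.28 to 0.34 (escape), -1.01 to -0.94 (Tlr7 neighbours), -0.11 to -0.0719 (flank), -5.45 to -5.37 (Y-linked), -0.27 to -0.19 (plasma cell), -0.35 to -0.26 (X-linked immune), 0.31 to 0.47 (B cell), -0.0577 to 0.14 (T cell), -0.89 to -0.54 (myeloid), -0.00363 to 0.41 (erythroid), 0.89 to 1.11 (NK cell) and -0.74 to -0.37 (proliferation). The flank lost its side of the threshold without XXF F3 (-0.0719) or XYF F8 (-0.0747). The T cell list reversed without XYF F9 (-0.0577) and XYM 9 (-0.00769) and the erythroid list without XYF F7 (-0.00363), neither being past the threshold. The proliferation list passed it without XYF F7 (-0.74), XXM 6 (-0.58), XXM 8 (-0.61), XYM 12 (-0.63), XYM 15 (-0.61) or XYM 16 (-0.60).

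Some genes have few reads in these libraries. Sry had at most 119 reads per mouse and Tmsb4x between 1 and 12, and for such genes the pseudocount sets part of the fold change. Tmsb4x over both was -0.33 and not called, and -0.87 and called with a pseudocount of 0.1.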

Differences from the paper's values

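No explanation was tested for the differences given here.

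The paper reports 3 X-linked genes, Xist, Eif2s3x and Kdm6a, as higher in XX than in XY mice, and the counts here are 7 over both gonadal sexes, 6 in females and 8 in males. All 3 of the paper's genes are among the 7 and among the 6, and Xist and Eif2s3x are among the 8. The paper does not state which comparison its 3 genes come from, and 2 X-linked genes were called higher both in females and in males. Of the alternatives set before the data were examined, over both gonadal sexes 9 gave a count within 1.5 times the paper's and 19 did not. The 9 were median ratio rescaling, an adjusted p under 0.05 and the fits without XXF F2, XXF F5, XYF F9, XXM 2, XXM 5, XYM 13 or XYM 9, and the fit without XYM 13 gave exactly 3. In females 7 gave a count within that range and 22 did not. The 7 were the fit with the 2 compared groups alone, an adjusted p under 0.05 and the fits without XXF F1, XXF F4, XXF F5, XYF F6 or XYF F9, the last of which gave exactly 3. In males 5 did and 24 did not, the 5 being the fits without XXM 2, XXM 5, XXM 6, XYM 12 or XYM 16, of which those without XXM 2 and XYM 16 gave exactly 3. Neither of the alternatives added after seeing the values closed the gap in any of the 3 comparisons.

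The paper states that Kdm6a is higher in XXM than in XYM mice. It rests this on Tukey's test of the values in Fig. 2A, which sets no fold change threshold, and on qRT-PCR. The means read from that figure, 4.5 in XXM and 4.0 in XYM mice, lie near those here, 4.42 and 4.00. The direction here is the same, with a log2 difference of 0.42 (adjusted p = 0.0857 from limma with Benjamini-Hochberg adjustment, between 0.00717 and 0.18 over the alternatives, each mouse left out included), which does not pass the fold change threshold. Kdm6a in males is called without the fold change threshold. In females and over both gonadal sexes it is called here. The paper calls Kdm6a, too, without stating the comparison.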

Other observations

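The test of pseudogene copies was written before its result was seen, and the values of other genes below were chosen for report after they were seen.

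By ELISPOT and flow cytometry the paper reports more IgM antibody-secreting cells in XX than in XY mice and more CD138+ plasma cells in XXF than in XYF mice, with a trend in males. These are separate assays from the RNA-seq. In the RNA of splenocytes, the plasma cell list was not higher in XX mice. Sdc1, which encodes CD138, had a log2 difference of -0.39 over both gonadal sexes (adjusted p = 0.0567 from limma with Benjamini-Hochberg adjustment, between 0.0248 and 0.127 over the alternatives, each mouse left out included, not past the fold change threshold; exact permutation p = 0.00192). Among the constant genes, chosen after their values were seen, Ighg2c differed by -1.77 in females and -2.17 in males and was called in each. Ighg2b differed by -1.85 in females, where it was called, and -0.94 in males, where it was not (adjusted p = 0.108 from limma). Ighg3 differed by -2.14 in females, where it was called, and -0.07 in males, where it was not (adjusted p = 0.903). Ighg1 differed by -1.21 in females, where it was called (adjusted p = 0.0962), and -0.11 in males, where it was not (adjusted p = 0.848). The differences between the sexes were not past the threshold for Ighg2b (adjusted p = 0.273 from limma), Ighg3 (adjusted p = 0.130) or Ighg1 (adjusted p = 0.193). Not all constant genes went this way. The light chain genes Iglc2, Iglc3 and Iglc1 differed by 0.08, 0.27 and -0.43 in females and 0.59, 0.31 and 0.55 in males, and none was called. The constant genes were not looked at under the alternatives or with mice left out. Over both gonadal sexes Ighm differed by -0.48 without being called (adjusted p = 0.148 from limma).

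The paper states that Kdm5c is expressed at equal levels in XX and XY B cells, which were not analysed here. In splenocytes its log2 difference was 0.57 in females (adjusted p = 0.160 from limma, between 0.0751 and 0.335 over the alternatives, each mouse left out included), 0.11 in males and 0.34 over both, and none of these was called by the reported fit. It was called in females with limma array weights (0.65).

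Cd40lg, an X-linked gene of T cells, was higher in XXF than in XYF mice by 0.87 (adjusted p = 0.0524 from limma, between 0.011 and 0.202 over the alternatives, each mouse left out included) and differed by -0.58 in males, where it was not called because of the fold change threshold (adjusted p = 0.0982, between 0.00302 and 0.211). It was called lower in XX males with a pseudocount of 0.1 (-0.73) or 0.5 (-0.65, chosen after seeing the data), with limma array weights (-0.75) and without XYM 9 (-0.77). The female difference minus the male was 1.45 (adjusted p = 0.0877 from limma, between 0.0048 and 0.232 over the same alternatives, exact permutation p = 0.0103). That call was lost with a pseudocount of 0.1 (1.70), with no filter (1.45), under quantile normalization (1.34), by limma-voom on recovered reads (1.78, chosen after seeing the data), and without XXF F1 (1.40), F2 (1.44), F4 (1.44) or F5 (1.39), XYF F6 (1.51), F7 (1.46) or F9 (1.37), XXM 5 (1.48), 6 (1.41), 7 (1.41) or 8 (1.38), or XYM 12 (1.44), 13 (1.42) or 16 (1.40). The call in females was lost without XXF F1 (0.82), XXF F4 (0.86), XXF F5 (0.81), XYF F6 (0.92) or XYF F9 (0.79). The T cell list differed by 0.49 in females (exact permutation p = 0.0238), but by 0.24 without XYF F9 (exact p = 0.0893), and by -0.36 in males (exact p = 0.0794), so that the share of T cells stays open beside the level per cell. Between males and females the T cell list differed by -1.13 (exact permutation p = 0.000252).

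Some genes used in every cell have few reads in these files. The mean RPKM over all mice was 5.69 for Gapdh, 7.71 for Pgk1 and 0.515 for Tmsb4x, against 4159 for Actb. A candidate explanation is that reads shared with pseudogene copies were left out of the counts. Across 77 ribosomal protein genes, the number of annotated pseudogene copies and mean RPKM had a Spearman's rho of -0.39 (permutation test over genes, p = 0.0004). The median RPKM was 135 for the 62 genes with a copy and 738 for the 15 without. This is a correlation across genes, which are not independent replicates, and how the authors treated reads with several matches is not given in the sources used here. No biological explanation was tested. If reads were left out in this way, the values of such genes would be too low, by a factor that was not measured. The difference of Gapdh between XX and XY mice (-0.28, adjusted p = 0.192 from limma) rests on few reads.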
